# Deep-Sequencing Protocols Influence the Results Obtained in Small-RNA Sequencing

**DOI:** 10.1371/journal.pone.0032724

**Published:** 2012-02-27

**Authors:** Joern Toedling, Nicolas Servant, Constance Ciaudo, Laurent Farinelli, Olivier Voinnet, Edith Heard, Emmanuel Barillot

## Abstract

Second-generation sequencing is a powerful method for identifying and quantifying small-RNA components of cells. However, little attention has been paid to the effects of the choice of sequencing platform and library preparation protocol on the results obtained. We present a thorough comparison of small-RNA sequencing libraries generated from the same embryonic stem cell lines, using different sequencing platforms, which represent the three major second-generation sequencing technologies, and protocols. We have analysed and compared the expression of microRNAs, as well as populations of small RNAs derived from repetitive elements. Despite the fact that different libraries display a good correlation between sequencing platforms, qualitative and quantitative variations in the results were found, depending on the protocol used. Thus, when comparing libraries from different biological samples, it is strongly recommended to use the same sequencing platform and protocol in order to ensure the biological relevance of the comparisons.

## Introduction

Over recent years, second-generation sequencing (NGS) has established itself as the method of choice for efficiently determining the nucleotide sequences of large collections of RNA/DNA molecules. At present, three different technologies are most commonly used for performing large-scale sequencing: 454 (Roche), Solexa (Illumina) and SOLiD (Life Technologies) (see [1] for a review).

NGS technologies provide a powerful approach for the analysis of small (<50 nt), non-coding RNAs (ncRNAs), enabling quantitative measurements of previously annotated ncRNA populations, as well as the identification of novel ncRNAs [2]. While standards for these experiments are still lacking, the preparation of small-RNA sequencing (sRNA-seq) as well as the downstream analysis can have strong impacts on the biological interpretations and conclusions [3]. Comparisons of the results obtained between technologies remain sparse however. Differences have previously been reported in small RNA expression measurements obtained from the same biological sample using three different sequencing technologies (454, ABI SOLiD and traditional capillary dideoxy sequencing platforms) and qPCR [4] [5], as well as using different RNA ligases [6]. In this report, we have investigated several small-RNA sequencing libraries generated using different sequencing technologies (Roche-454, Illumina-Solexa, ABI-SOLiD), protocols (Homemade, two Illumina, the Life Technology SREK and STaR-Seq kits) and adaptors (IDT [7] et Illumina) for Solexa sequencing.

We present a comparison of sRNA-seq data from two mouse embryonic stem (ES) cell lines generated using the three major NGS platforms (454, Solexa, SOLiD). The libraries consist of short RNAs, approximately 19–30 nt in length, from two mouse ES cell lines, E14 male and PGK female, in the undifferentiated state. All of the libraries investigated are listed in Table 1.

**Table 1:** Description of the libraries investigated.

SampleID	CellType	Technology	Year	Barcode/index	Comment	# reads
ES_XY_454	E14 XY	454	2008	barcode	Ciaudo et al. (2009)	95203
ES_XY_Solexa_Illu	E14 XY	Solexa	2010	none	GAIIx/Illumina 3′ adapter	28014973
ES_XY_Solexa_i_IDT	E14 XY	Solexa	2010	Index	HiSeq2000/IDT 3′ adapter	8375905
ES_XY_Solexa_IDT	E14 XY	Solexa	2010	none	GAIIx/IDT 3′ adapter	31316082
ES_XY_SOLID_v3	E14 XY	SOLiD	2010	none	v3+/SREK kit	32685742
ES_XY_SOLID_v4	E14 XY	SOLiD	2010	barcode	v4/STaR-Seq kit	2685423
ES_XX_454	PGK XX	454	2008	barcode	Ciaudo et al. (2009)	57497
ES_XX_Solexa_i_IDT	PGK XX	Solexa	2009	Index	HiSeq2000/IDT 3′ adapter	10262556
ES_XX_SOLID_v3	PGK XX	SOLiD	2010	none	v3+/SREK kit	32974547
ES_XX_SOLID_v4	PGK XX	SOLiD	2010	barcode	v4/STaR-Seq kit	2714593

The ten samples differ in size, in the employed sequencing technology, in the version of the machine that they were generated with and whether a barcode or index had been used for parallel sequencing with other libraries.

In addition, we have also compared the effect of indexing samples for multiplexing during Solexa library preparation, as it has been previously suggested that barcoding could have an impact on deep-sequencing results [8]. While barcodes are usually attached to the RNA adaptor sequence and integrated at the ligation step, indexes are introduced with the PCR primers during the amplification step (Figure S1 adapted from Pfeffer et al. [9]).

## Results

Ten small-RNA libraries had been sequenced using different technologies and protocols. 

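Small RNAs of 2 mouse embryonic stem (ES) cell lines were sequenced in 10 libraries, 6 from the male line E14 (XY) and 4 from the female line PGK (XX). The 454 technology gave 2 libraries, Solexa 4 and SOLiD 4, and each PGK library has an E14 library made with the same protocol. The adapters are taken from Table 1, in which 3 Solexa libraries have the IDT 3′ adapter and 1 has the Illumina 3′ adapter. For every genomic position of a mature miRNA or star form (miR*), on the mm9 assembly, the authors deposited the percent of the library's miRNA reads. To obtain them, the authors trimmed the adapters, aligned the reads with Bowtie and counted the reads of 19 to 26 nt that lay at the positions of miRBase. A form with several genomic copies is listed at each copy with its reads counted in full, so that the percents of a library can sum to more than 100. Names were taken by matching the percents of the 943 listed positions to the read counts of Table S1, of which 833 of the paper's 835 forms were at hand. The match gave 816 forms, and 813 were kept after 3 failed a check of their values. The miRNA reads per library in Table S1, on which the percents rest, were 39848 in ES_XY_454, 11578045 in ES_XY_Solexa_Illu, 5754282 in ES_XY_Solexa_i_IDT, 18758598 in ES_XY_Solexa_IDT, 2031799 in ES_XY_SOLID_v3 and 1061789 in ES_XY_SOLID_v4. In the PGK libraries they were 20358 in ES_XX_454, 7077638 in ES_XX_Solexa_i_IDT, 3816746 in ES_XX_SOLID_v3 and 1113688 in ES_XX_SOLID_v4. The reads of all kinds in Table 1 ranged from 57497 to 32974547, and miRNA reads made up 6.22% of them in ES_XY_SOLID_v3 and 69.0% in ES_XX_Solexa_i_IDT, the lowest and highest shares. Groups of libraries were compared with limma on log2 of the percent plus 0.00491, which is 1 read of the smallest library. Forms had to reach 0.000342 percent, or 10 reads of the median library, in at least 4 libraries, and calls were made at a Benjamini-Hochberg adjusted p under 0.05. The p-values measure only the spread between libraries, which may be technical, because nothing states that libraries of 1 line came from separate cultures. Correlations between libraries are taken across forms, and forms are not independent replicates. Intervals given for single libraries are 95% Wilson intervals and cover counting error only.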

The different steps and results of the bioinformatic analyses taken to determine the possible sources of variation are outlined below.

### Read characteristics by library

First we assessed the general characteristics of the reads obtained for the different libraries. The results in Table 1 shows that the sequenced libraries differ considerably in the number of reads, depending on the sequencing technology, the particular version of the sequencing machine used, and whether or not a barcode or index had been used for parallel sequencing with other libraries. The most striking difference seen in terms of read number was between libraries from 454 sequencing, which have less than 100,000 reads, compared to the libraries from the two other technologies, which have millions of reads.

One of the specificities of small RNA libraries is that the reads generated by the sequencing machines are usually longer than the short RNAs that were sequenced. Thus, most sRNA-seq reads contain a part of the 3′ adapter sequence at their end, which must be removed prior to further processing of the data (see Materials and Methods for details). After adapter removal, the length distribution of the trimmed reads should correspond to the length distribution of the RNAs sequenced. Figure 1 shows the distribution of read lengths for each of the investigated libraries. Only the 19–30 nt size range is shown as this was the input for sequencing. The highest fraction of reads in each of the investigated libraries is 22 nt or 23 nt in size, as expected since this is the described size range of microRNAs, which likely make up the bulk part of sequenced small RNAs in ES cells [9]. Intriguingly, the most prominent read size, either 22 nt or 23 nt, differs between libraries. The three Solexa libraries sequenced with the IDT 3′ adapter (ES_XY_Solexa_i_IDT, ES_XY_Solexa_IDT, ES_XX_Solexa_i_IDT) have a peak of 23 nt reads, while for the other seven libraries, the peak clearly is at 22 nt. Furthermore, some libraries show a sharp and narrow peak at 22–23 nt, while other libraries, especially those generated by the SOLiD technology, show a larger spread of read lengths. Finally, certain libraries revealed unexpected, secondary peaks at certain read lengths. In summary, these data illustrate that the use of different adapters and protocols can lead to differences in the small-RNA sets sampled for sequencing.

**Figure 1:**
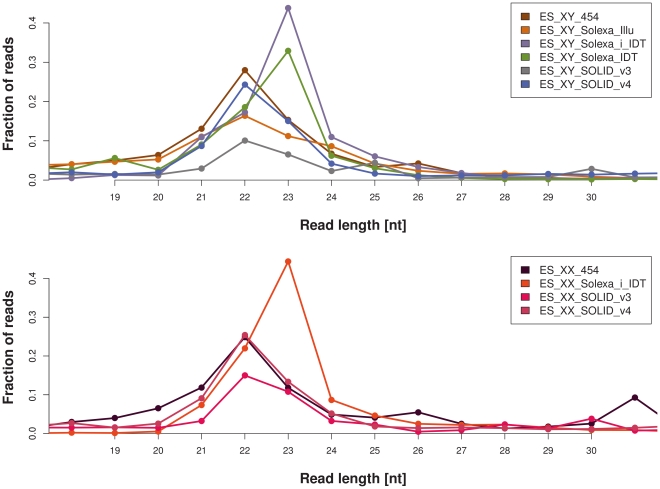
Read length distributions after adapter removal. The upper panel shows the E14 XY libraries while the lower panel displays the PGK XX libraries. See Table 1 for details about the libraries.

### Alignment and annotation of reads

Next we compared differences between libraries with respect to reads that could be mapped to the mouse genome reference sequence (assembly mm9). The general category of each aligned read was investigated, based on the annotation of genomic features (genes, miRNAs, other non-coding RNAs [ncRNAs]) retrieved from the Mouse Genome Database (MGD), the Rfam database ([11], release 10.0), miRBase ([12], release 16) and the RepeatMasker track from the UCSC Genome Browser [13].

Figure 2 shows the fractions of aligned reads thus annotated for the most common feature categories (see Materials and Methods for details). In most libraries, the largest fraction of aligned reads overlaps with the positions of pre-miRNAs, as expected given that most of the small RNAs isolated from mouse ES cells should correspond to miRNAs. Several aligned reads do not overlap any type of genomic feature and are thus terms “unannotated”. The fraction of unannotated reads was especially high for two libraries sequenced using the SOLiD platform, where over 50% of the aligned reads could not be annotated. A likely explanation for this is that all reads generated from the SOLiD platform are reported directly upon sequencing, whereas the 454 and Solexa sequencing platforms include a pre-filtering step following sequencing. The extent of filtering could at least partly explain the differences observed in the fractions of unannotated reads.

**Figure 2:**
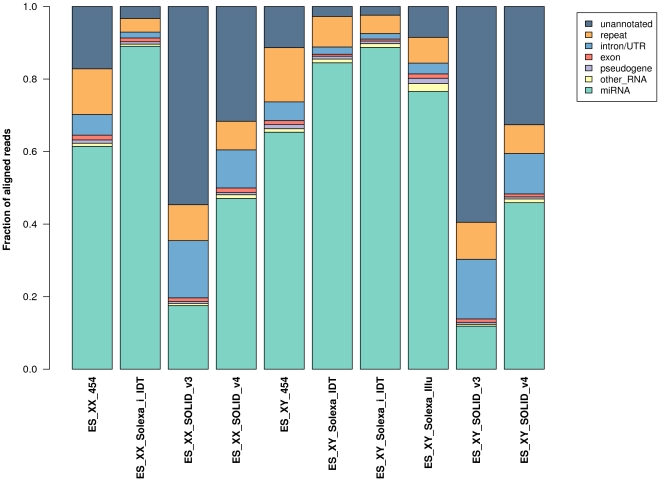
Categories of all aligned reads for the libraries investigated. The feature type of reads overlapping multiple genomic features was assigned by prioritising the feature types in the order: microRNA>other ncRNA>pseudogene>exon>gene>LINE>other repeat.

We also assessed reads that mapped to multiple sites in the genome and found that the fraction of reads annotated for repetitive elements is similar among samples sequenced with the same technology, but shows some differences between technologies and protocols. Repeat profiling was performed with reads that could be aligned on the mm9 genome but were not annotated as pre-miRNAs. As for the miRNA profiling, only aligned reads in the 19–26 nt size range length were investigated. An aligned read was assigned to a repeat class if the read aligned position did not differ from the annotated position by more than 2 bp. Finally, the read counts for each repeat class were normalized by the number of genomic instances of the class in order to assess the mean coverage of each repeats class (Figure 3). 

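For small RNAs from repeats, the authors deposited the read coverage of each base and strand of mm9 in the 10 libraries, as whole numbers not scaled to depth. Reads of 19 to 26 nt outside pre-miRNAs are counted, and a read with several genomic matches appears at each of them. The repeat class of a read is not part of the coverage, and the classes of Figure 3 were not analysed here. In their place, the coverage was summed over the genes of non-coding RNA families in the GENCODE vM1 annotation, sense to the gene, and over short tandem repeats, defined as units of 1 to 6 nt repeated over at least 20 nt. Each sum is given as a percent of the total signal of the library. The total signal, in bases covered times coverage, was 11635676 in ES_XY_454 and 5838313 in ES_XX_454, between 525134173 and 2702824922 in the Solexa libraries and between 136066798 and 409788923 in the SOLiD libraries. Covered bases numbered 3018794 to 132669759, and their mean coverage was 1.93 in ES_XX_454 and 43.1 in ES_XY_Solexa_Illu, the lowest and the highest. Because 1 read can count at many positions, the sums are not read counts, and intervals of counting error are not given. Technologies were compared with exact permutation tests, adjusted over 19 items.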

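The 5S rRNA genes carried 2.55% ± 1.21 of the signal (SD, n = 4) in Solexa, 1.59% ± 1.11 (SD, n = 4) in SOLiD and 0.940% ± 0.460 (SD, n = 2) in 454 libraries, and over 98% of the signal on them was sense in every library. The regional signal of the Solexa and SOLiD libraries was correlated, and correlations with the 454 libraries were mostly lower. Over 51364 bins of 100 kb and strand, the Spearman correlation was 0.853 to 0.985 between Solexa libraries, 0.716 to 0.891 between SOLiD libraries and 0.610 to 0.860 between SOLiD and Solexa. It was 0.626 between the 454 libraries, and 0.349 to 0.657 between 454 and the others. ES_XY_454 was closer to ES_XX_SOLID_v4 (0.657) and ES_XX_Solexa_i_IDT (0.636) than to ES_XX_454. Depth was not matched in this comparison, and the 454 libraries have the least total signal. An effect of depth on their values, and on the differences by technology that follow, cannot be separated from one of technology. Pairs of the same technology exceeded the others by 0.227 in the mean (exact permutation test, 1-sided, p = 0.000635, the smallest possible), and by 0.126 without 454 (exact p = 0.0286, the smallest possible). Pairs of the same cell line exceeded the others by 0.0241 (exact permutation test, 1-sided, p = 0.219), and among pairs of different technologies by 0.0390 (exact 1-sided p = 0.125 with lines permuted within technology).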

The repeat profiles of all the samples are highly similar, with a high proportion of rRNA and tRNA sequences, and the length distribution of repeat-associated reads shows a peak at 22 nt. Repeat elements of the snRNA, scRNA and srpRNA classes on average show the highest coverage of small RNA reads, followed by the LINE class. Thus, although we found overall similarities in small RNA sequences derived from repetitive sequences between protocols, some important differences were also noted.

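Among the snRNA genes, which encode the RNAs of the spliceosome, the sense coverage per base in ES_XY_Solexa_IDT was 266 for U2, 133 for U5, 121 for U6 and 42.3 for U1. In ES_XY_SOLID_v4 it was 18.0 for U2, 27.8 for U5, 8.08 for U6 and 5.03 for U1. The Y RNA genes, small cytoplasmic RNAs, had 249 in ES_XY_Solexa_IDT and 32.1 in ES_XY_SOLID_v4. Protein-coding genes, as a comparison, had a sense coverage per base of 0.199 and 0.0184 in the same libraries. In ES_XY_454 the values were 2.14 for U2, 0.326 for U5, 0.00778 for U6, 2.06 for U1, 0.118 for Y RNA and 0.00181 for protein-coding genes. Of each library's total signal, U1, U2, U5 and U6 genes took less than 1% each.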

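Signal on U1 snRNA genes was higher in the 454 libraries, at 0.685% ± 0.160 of the total (SD, n = 2), than in Solexa at 0.0637% ± 0.0220 (SD, n = 4) and SOLiD at 0.0827% ± 0.0346 (SD, n = 4). On snoRNA genes it was 0.322% ± 0.0748, 0.0863% ± 0.0158 and 0.0911% ± 0.0411. Signal was lower in 454 on U6 snRNA genes, at 0.0497% ± 0.0610 against 0.517% ± 0.133 in Solexa and 0.430% ± 0.206 in SOLiD, and on Y RNA genes, at 0.00334% ± 0.00111 against 0.0367% ± 0.0217 and 0.0394% ± 0.0206. On U4 snRNA genes signal was higher in 454, at 0.0688% ± 0.0543 against 0.00154% ± 0.000535 in Solexa and 0.00402% ± 0.000999 in SOLiD. For each of these items the exact permutation test of 454 against the others gave p = 0.0222, the smallest possible. The adjusted p was 0.0844 for each, which does not pass. Short tandem repeats took 3.11% ± 0.684 in 454, 0.848% ± 0.172 in Solexa and 1.98% ± 0.632 in SOLiD, and annotated miRNA genes 0.394% ± 0.136 in SOLiD against 0.113% ± 0.0489 in Solexa (exact 2-sided p = 0.0286 between SOLiD and Solexa for both, adjusted p = 0.0905). Lower in SOLiD than in Solexa were U2 snRNA genes (0.0764% ± 0.0375 against 0.165% ± 0.0801) and other snRNA genes (0.0267% ± 0.0117 against 0.0549% ± 0.0139). U4 snRNA genes were higher in SOLiD. U6atac snRNA genes were at 0% in SOLiD against 1.94e-06% in Solexa, but their summed coverage was at most 33 in a Solexa library. The SOLiD libraries have less total signal, so that their 0 cannot show a lower level. For each of these the exact test gave p = 0.0286 and an adjusted p of 0.0905. None of the 19 items passed an adjusted p of 0.05 by the exact test. With p-values that can be no smaller than those given, an item could not pass alone, however large its difference. The failure to pass therefore does not show that differences are absent. At an unadjusted p under 0.05 there were 6 between SOLiD and Solexa and 6 between 454 and the others. From its own profiles of repeat classes, which were not analysed here, the paper concludes that protocols give similar small RNAs from repeats, but with some differences that it calls important.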

**Figure 3:**
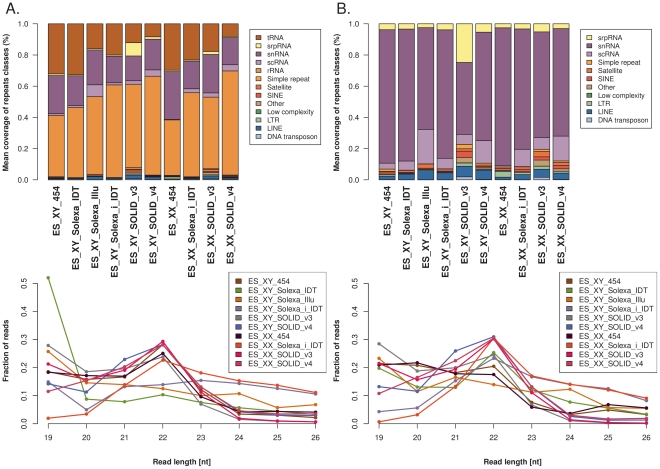
Annotation of repeats for the libraries investigated. **A.** Coverage of all repeats classes (in proportion). **B.** The three main repeats classes (RNA, rRNA, tRNA) were discarded to highlight the annotation for the other classes. **C.** Size distribution of reads aligned on all the repeats classes. **D.** Size distribution of the reads aligned on repeats classes excluding RNA, rRNA and tRNA.

### Differences in miRNA expression

To gain a more precise view of the comparability of sRNA-seq data between libraries, we computed the number of counts per mature microRNA (miRNA) or microRNA star (miR*) from the aligned reads (see Materials and Methods for details). For the comparison, we considered each mature miRNA and miR* that had at least one read associated with it, in at least one of the 10 samples. The total set consists of 835 investigated miRNAs and miR*s. Figure S2 shows the number of libraries in which each miRNA (or miR*) had at least one read associated with it. In this way we could deduce that 32.1% of the miRNAs and miR*s were detected in all ten libraries investigated here. 

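Of the 813 forms analysed, 267 (32.8%) had at least 1 read in all 10 libraries, and 30 had reads in a single library. The number detected per library ranged from 332 in ES_XX_454 and 399 in ES_XY_454 to 746 in ES_XY_Solexa_IDT, the library with the most miRNA reads. Forms seen in a single library had few reads there: mmu-miR-1264-3p had 5 in ES_XY_Solexa_IDT and mmu-miR-3109 had 4 in ES_XX_SOLID_v3. Asking for at least 5 reads left 133 forms (16.4%) in all libraries, and drawing 20358 reads from each library left 112 (13.8%). At that depth the 454 libraries no longer had the fewest forms, with 350 in ES_XY_454 against 281 in ES_XX_SOLID_v3.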

A large proportion of the reads in each library (median = 38.9%) corresponds to the miR-290 cluster on chromosome 7, which has previously been described to be highly expressed in undifferentiated ES cells [14]. 

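The miR-290 cluster, whose miRNAs are abundant in undifferentiated ES cells, lies on chromosome 7 of mm9 from 3218640 to 3220838, and 14 of its mature and star forms were measured. Together they took a median of 46.9% of the miRNA reads (SD 14.8, n = 10 libraries), and of 45.1% without the star forms. The paper gives a median of 38.9% of the reads, and the cause of this difference was not tested. The share was highest in ES_XX_SOLID_v4, at 63.6% (95% interval 63.5 to 63.7). It was lowest in ES_XY_Solexa_Illu, at 11.3%, where mmu-miR-182 was the most abundant form with 19.1% of the reads (95% interval 19.09 to 19.13). The most abundant member differed with the protocol. In the 454 libraries mmu-miR-291a-3p led, with 14.5% (14.2 to 14.9) in ES_XY_454 and 18.0% (17.5 to 18.6) in ES_XX_454. In the libraries with the IDT adapter it was mmu-miR-295, and in all 4 SOLiD libraries mmu-miR-293. The non-cluster form mmu-miR-19b, a member of the miR-17-92 cluster, exceeded mmu-miR-293 in ES_XX_SOLID_v3 with 36.6% of the reads (36.5 to 36.6).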

Table S1 holds the exact read counts of each miRNA in the 10 libraries.

In order to assess the general degree of similarity between the 10 libraries, we calculated the pair-wise Spearman (rank) correlation between the actual miRNA read counts per library (Figure 4). 

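Over the 45 pairs of libraries, the Spearman correlation of the percents of 813 forms ranged from 0.558, between ES_XY_SOLID_v4 and ES_XX_454, to 0.982, between the E14 Solexa libraries with the IDT adapter with and without an index. The median was 0.785. Pairs of 1 technology reached a median of 0.896 (13 pairs), and pairs of different technologies 0.728 (32 pairs). Pairs of 1 cell line reached a median of 0.804 (21 pairs), and pairs of different lines 0.780 (24 pairs).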

Overall miRNA read counts are highly correlated between the 10 libraries, with the Spearman correlation coefficient (CC) ranging from 0.563 to 0.982. 

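The forms that set the 454 libraries apart include members of the miR-290 cluster. The level of mmu-miR-294 was 12.6% of miRNA reads (95% interval 12.2 to 12.9) in ES_XY_454 and 11.95% (11.5 to 12.4) in ES_XX_454, against at most 7.51% in ES_XX_SOLID_v3. Of the 21 forms with at least 100 reads in both 454 libraries, 3 differed by more than 2-fold. Against ES_XY_Solexa_IDT, 39 of 44 such forms in ES_XY_454 did. The Spearman correlation was 0.811 between the 454 libraries and 0.558 to 0.710 between a 454 library and another (16 pairs). With all libraries drawn down to 20358 reads, the corresponding values were 0.768 and 0.398 to 0.547.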

The 454 libraries were highly correlated (CC = 0.811) to each other, but the correlation with any library generated by either of the other two sequencing technologies was low (CC<0.713). The reduced correlation between 454 libraries and SOLiD or Solexa, can partly be explained by the lower sequencing depth of 454 sequencing compared to Solexa or SOLiD sequencing. 

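Most abundant forms had like levels in the E14 Solexa libraries with the IDT adapter: mmu-miR-295 took 23.7% of the miRNA reads in both, and 28 of 331 forms with at least 100 reads in each differed by more than 2-fold. The IDT libraries of PGK and E14 had a Spearman correlation of 0.936 without the index on the E14 side and 0.940 with it. The Illumina-adapter library ES_XY_Solexa_Illu had correlations of 0.840 to 0.896 with the IDT libraries, although 2 of these are from the same line. Between it and ES_XY_Solexa_IDT, 230 of 361 forms differed by more than 2-fold. With 20358 reads per library, the correlations were 0.775 to 0.847 among the IDT libraries and 0.641 to 0.710 with the Illumina-adapter library.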

An almost perfect correlation (CC>0.936) was found among the sets of Solexa libraries that were sequenced on the same platform, using the same 3′ adapter. The four SOLiD libraries each showed a very good correlation with other SOLiD libraries (CC>0.846), but a much lower correlation to libraries generated by either 454 or Solexa sequencing technologies. 

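The SOLiD libraries shared higher levels than Solexa of mmu-miR-293, mmu-miR-290-5p and mmu-miR-292-3p, members of the miR-290 cluster. The last was also high in the 454 libraries, at 11.5% in ES_XY_454 and 8.16% in ES_XX_454. The 6 pairs of SOLiD libraries had Spearman correlations of 0.844 to 0.931, with the highest between the version 4 libraries of E14 and PGK. The 16 pairs of a SOLiD and a Solexa library had correlations of 0.746 to 0.837, and the 8 pairs with a 454 library at most 0.677. Drawing 20358 reads from each library gave 0.686 to 0.819 among SOLiD libraries and 0.516 to 0.671 with Solexa.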

The inter-correlation between Solexa libraries was even higher than that found between SOLiD libraries.

**Figure 4:**
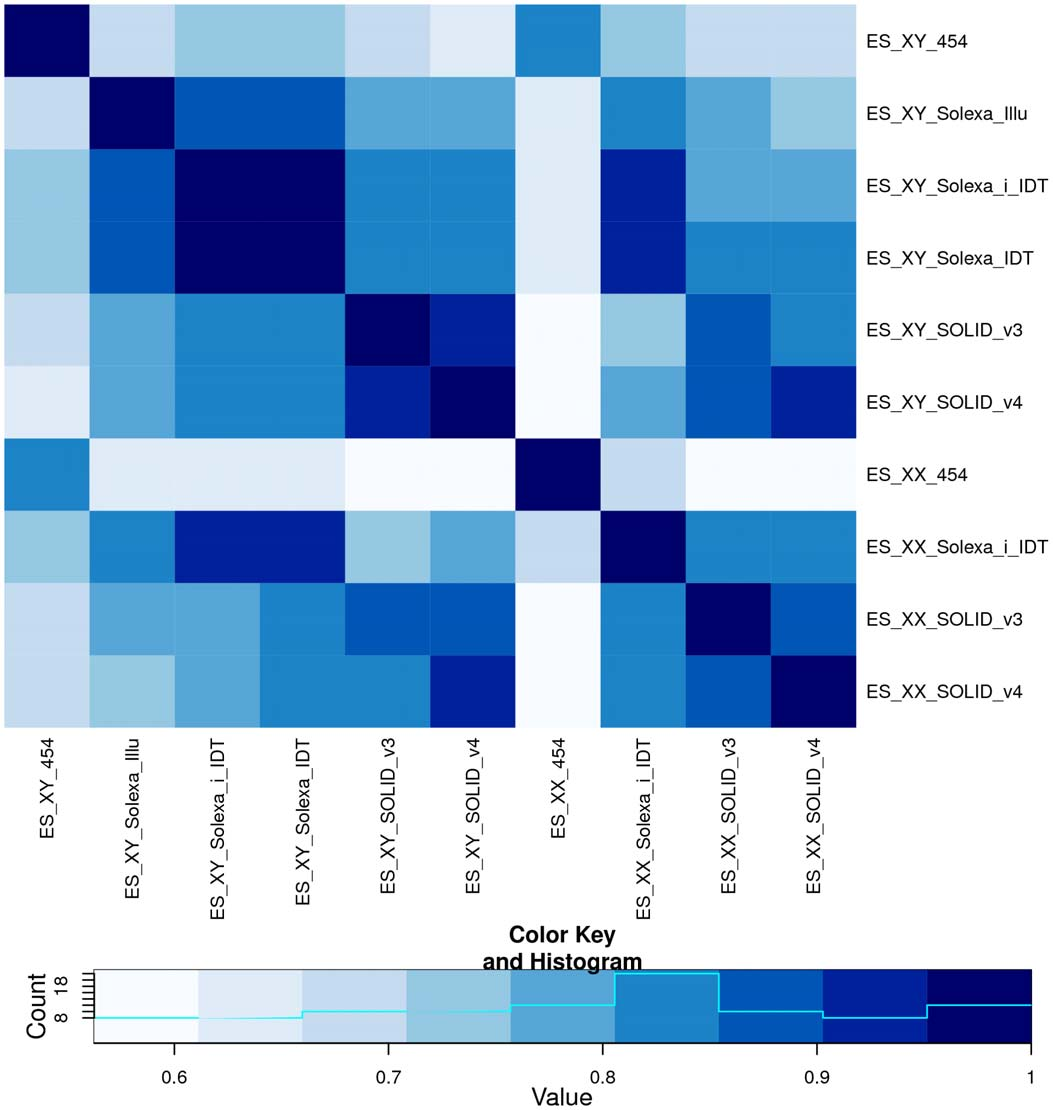
Correlation of miRNAs expression. Heatmap showing the pair-wise Spearman rank correlation between the miRNA read counts of the 10 libraries. The colour key at the bottom indicates which colour represents which correlation coefficient range.

In order to compare miRNA expression levels and profiles between libraries, miRNA read counts per library were normalised using the two-step procedure described in Anders et al. [14]. Based on the normalised read counts, we performed a hierarchical clustering of the libraries to visualise the general proximity of the libraries to each other (Figure 5). 

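The mean Spearman correlation of pairs of the same technology exceeded that of pairs of different technologies by 0.173. An exact permutation test of the technology labels gave p = 0.000635 (1-sided, the smallest possible). Pairs of the same cell line exceeded pairs of different lines by 0.0129 (exact 1-sided p = 0.229 over 210 arrangements), though all 4 pairs of 1 protocol count as different lines there. Among pairs of different technologies the same line was higher by 0.0303 (exact 1-sided p = 0.0208 with lines permuted within technology, the smallest possible). In 8 of 8 comparisons a Solexa library was closer to the SOLiD library of its own line, by 0.00374 to 0.0621. The 454 libraries were not uniform in this. ES_XX_454 was closer to the library of its own line in each shared protocol, such as 0.602 against 0.560 with SOLiD version 3. ES_XY_454 was closer to the PGK library in each, with 0.677 against 0.659 for SOLiD version 3, 0.660 against 0.651 for version 4 and 0.710 against 0.708 for indexed Solexa. Without the 454 libraries the difference was 0.107 by technology (exact 1-sided p = 0.0286, the smallest possible) and 0.0162 by cell line (exact 1-sided p = 0.196). Each of the 4 PGK libraries was closest to the E14 library of its own protocol, which 1 of 360 ways of matching them gives (exact p = 0.00278).

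**Figure D1:**
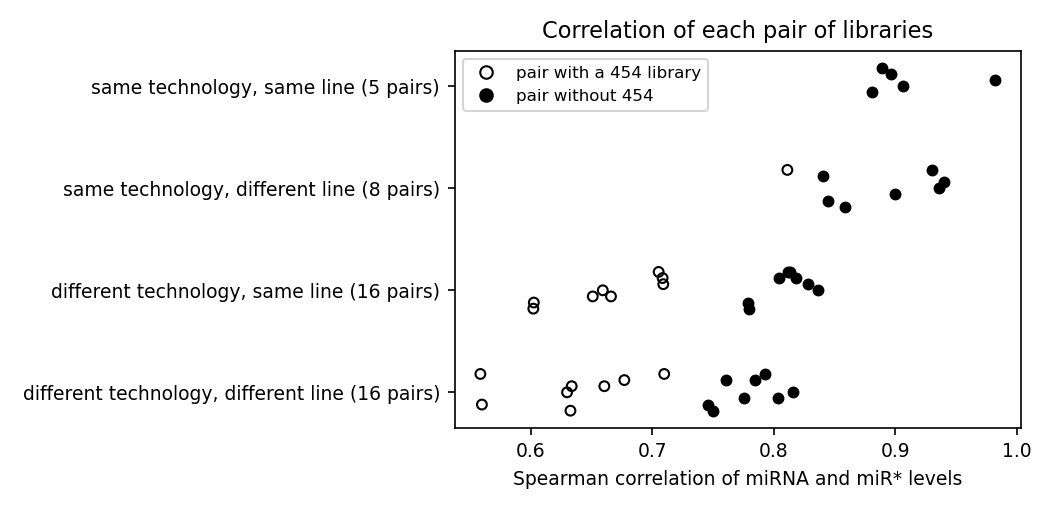
Spearman correlation across 813 forms of each of the 45 pairs of libraries, on the horizontal axis, with pairs grouped by whether technology and cell line are shared. Open points are pairs with a 454 library. Among pairs without one, those of the same technology lie at 0.840 or above, and those of different technologies at 0.837 or below.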

In general, even though libraries were grouped by cell type for normalisation, the hierarchical clustering reveals that libraries in fact cluster by sequencing technology and protocol rather than by cell type. Firstly, the samples are grouped by the sequencing technology used, Solexa, SOLiD or 454. 

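Complete-linkage clustering of log2 levels, by Euclidean distance, put the 4 Solexa, the 4 SOLiD and the 2 454 libraries each into a group of their own. Solexa and SOLiD joined at a distance of 45.9, and the 454 libraries joined last, at 54.3. Forms with group-specific levels included mmu-miR-291a-3p, which was at most 2.41% of miRNA reads in a Solexa or SOLiD library and at least 14.5% in a 454 library. The 3 technology groups were also found with other units before the log2 step, with average linkage, and with the 267 forms detected in all libraries. No cell line formed a group.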

Except for the cluster containing the two 454 libraries, the clusters show further sub-divisions. 

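Among the Solexa libraries, mmu-miR-295 took 34.0% of the miRNA reads (95% interval 33.97 to 34.03) in the PGK library with the IDT adapter and 23.7% in both E14 ones, but 2.73% in ES_XY_Solexa_Illu (95% interval 2.72 to 2.74). Conversely, mmu-miR-293 was at 2.75% (2.74 to 2.76) with the Illumina adapter and at 0.00983% to 0.0224% with the IDT adapter. In the clustering, the IDT libraries of E14 joined first (distance 7.72), the PGK one joined them at 19.1, and the E14 library with the Illumina adapter joined at 39.0.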

The Solexa libraries group together based the choice of 3′ adapter. 

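ES_XY_SOLID_v3 and ES_XX_SOLID_v3 joined at a distance of 20.9, ES_XY_SOLID_v4 and ES_XX_SOLID_v4 at 15.5, and both pairs at 33.9. The miR-290 cluster member mmu-miR-290-5p was at 12.45% of the miRNA reads (95% interval 12.4 to 12.5) and 16.4% (16.3 to 16.4) in the E14 and PGK libraries of version 4, and at 1.46% (1.44 to 1.47) and 4.57% (4.55 to 4.59) in those of version 3.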

The cluster containing the SOLiD libraries also sub-divides into two groups, based on the library preparation protocol and the version of the sequencing machine (version 3+/SREK kit versus version 4/STaR-Seq kit).

**Figure 5:**
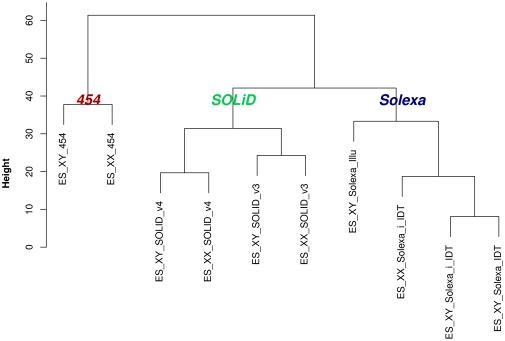
Clustering of sRNA-seq librairies. Hierarchical clustering dendrogram visualising the pair-wise distances between the 10 libraries after normalisation of miRNA read counts. The library identifiers correspond to the identifiers used in Table 1.

Figure 6 shows scatter plots comparing the miRNA expression levels between pairs of libraries after normalisation. 

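Of the forms with reads in ES_XY_Solexa_IDT or ES_XY_SOLID_v4, 615 had reads in both, 131 in ES_XY_Solexa_IDT alone and 24 in ES_XY_SOLID_v4 alone. The most read of the Solexa-only forms was mmu-miR-146a, with 1321 reads, followed by mmu-miR-350* with 453 and mmu-miR-341* with 216. The most read of the SOLiD-only forms was mmu-miR-24-2*, with 168 reads, followed by mmu-miR-203* with 48. A count of 0 allows up to 3 reads, or 0.000283% of the miRNA reads in ES_XY_SOLID_v4 and 1.6e-05% in ES_XY_Solexa_IDT. With at least 10 reads in the library that has them, 47 forms were seen in ES_XY_Solexa_IDT alone and 3 in ES_XY_SOLID_v4 alone.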

The SOLiD and Solexa libraries in the left panel of Figure 6 (ES_XY_Solexa_IDT and ES_XY_SOLiD_v4 both made from the same cell line, E14 male ES) have a comparable sequencing depth, but nevertheless it can be seen that several miRNAs are only observed in one or the other of the two libraries. This finding indicates that the detection of certain miRNAs from the same cell line, largely depends on the sequencing platform used and in particular on the library preparation protocol (Figure S4).

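ES_XY_Solexa_IDT has more miRNA reads than ES_XY_SOLID_v4. When 1061789 reads were drawn from each, 49 forms were seen in ES_XY_Solexa_IDT alone and 95.2 in ES_XY_SOLID_v4 alone, as means over 5 draws. Of 243 forms with at least 100 reads in both, 182 differed by more than 2-fold. The Illumina-adapter library of the same line also had 1015 reads of mmu-miR-24-2*, a form with none in ES_XY_Solexa_IDT. From forms seen in only 1 of these libraries of the same line, the paper reasons that the detection of some miRNAs depends largely on the platform, and in particular on how the library was prepared.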

**Figure 6:**
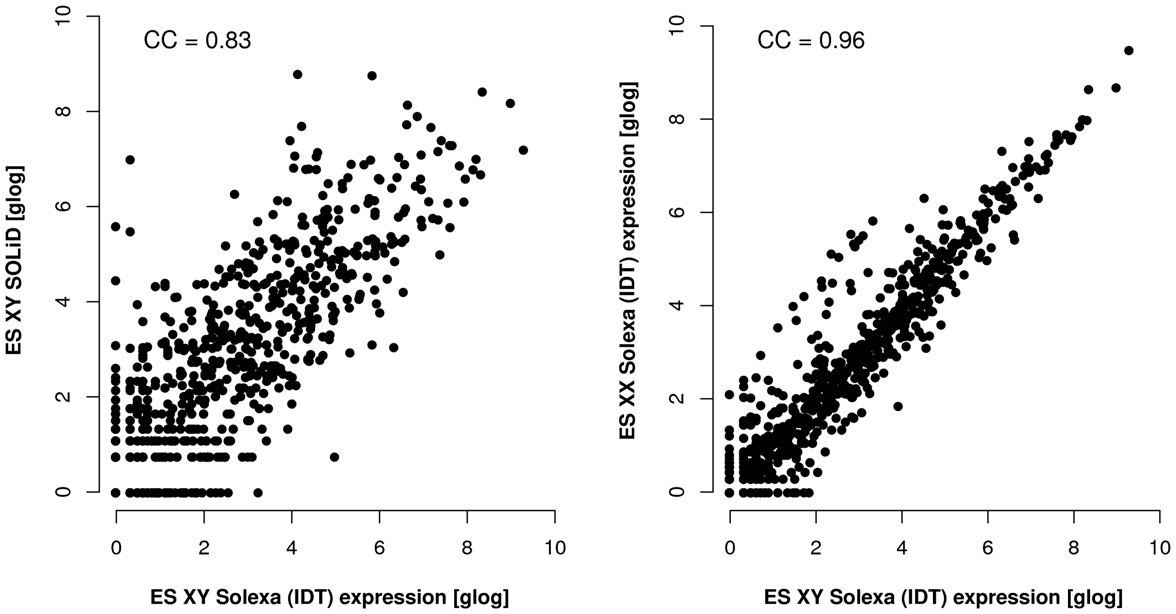
Comparison of miRNA expression levels. Scatter plots comparing the normalised miRNA expression levels (on a generalised logarithmic scale) between pairs of libraries. The libraries are named as in Table 1. A. Libraries were generated from the same cell line (E14 ES XY) but using different sequencing platforms (Solexa vs. SOLiDv4). B. Libraries were generated from different cell lines (XY vs. XX), but both using the Solexa sequencing platform. CC: Spearman correlation coefficient.

Given the observed differences, we next investigated the potential influence of the library preparation protocol by comparing libraries generated using the same sequencing technology. Figure S3 shows scatter plots comparing the miRNA expression levels between pairs of libraries from the same cell line generated using the same sequencing technology (Solexa for left panel and SOLiD for right panel), but using different library preparation protocols or different versions of the technology (see Table 1 for details). 

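The level of mmu-miR-19b, a miR-17-92 member, was 14.2% of the miRNA reads (95% interval 14.18 to 14.23) in ES_XY_Solexa_i_IDT and 12.7% (12.71 to 12.74) in ES_XY_Solexa_IDT. Over all forms with at least 100 reads in both libraries, the median absolute log2 ratio was 0.36. Between ES_XY_SOLID_v3 and ES_XY_SOLID_v4 it was 1.07, and 121 of 226 forms differed by more than 2-fold. The Spearman correlations of these pairs were 0.982 and 0.906.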

The correlation is higher (respectively 0.98 for Solexa and 0.91 for SOLiD) than that seen in Figure 6. However, there are still miRNAs specifically expressed in only one of the two libraries. Furthermore, the use of an “index” for multiplexing (library ES_XY_Solexa_i_IDT) did not seem to affect the distribution of miRNA read counts.

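Of the forms seen in only one of the E14 IDT libraries, 71 had reads in ES_XY_Solexa_IDT alone, with at most 46 reads (mmu-miR-144), and 8 in ES_XY_Solexa_i_IDT alone, with at most 2 reads. Of the forms seen in only one of the E14 SOLiD libraries, 61 had reads in ES_XY_SOLID_v3 alone, with at most 9 (mmu-miR-146a). The other 48 had reads in ES_XY_SOLID_v4 alone, and 7 of these had at least 10, among them mmu-miR-181a-2* with 336 and mmu-miR-217 with 116. A count of 0 in ES_XY_SOLID_v3 allows up to 0.000148% of the miRNA reads.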

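When 5754282 reads were drawn from each library, 27.4 forms were seen in the indexed E14 IDT library alone and 42.2 in the library without an index alone, as means over the draws. There is 1 E14 library with the index and 1 without, so that no spread between libraries of the same kind can be set against their difference.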

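Between ES_XY_Solexa_i_IDT and ES_XX_Solexa_i_IDT, 80 of 306 forms with at least 100 reads in both differed by more than 2-fold, and the median absolute log2 ratio was 0.55. Between ES_XY_Solexa_IDT and ES_XY_SOLID_v4 it was 1.98. The level of mmu-miR-293* was 1.87% of the miRNA reads (95% interval 1.86 to 1.88) in the E14 and 1.63% (1.62 to 1.64) in the PGK library with the index. The 4 pairs of libraries with the same protocol and different lines had Spearman correlations of 0.811 to 0.940, and the 16 pairs with the same line and different technologies had 0.602 to 0.837, or 0.779 to 0.837 without 454 (8 pairs).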

Finally, it can be seen that two libraries made from different biological samples, male versus female ES cell lines, but generated with the same library-preparation protocol and sequencing platform (Solexa with IDT 3′ adapter, right panel of Figure 6) show a higher correlation than two libraries from the same sample but sequenced on different platforms. A higher correlation is found between the values from these different ES cell lines compared to libraries generated from the same biological sample but different library preparation and sequencing technology. 

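Members of the miR-290 cluster moved in opposite directions between SOLiD and Solexa. The mean level of mmu-miR-293 was 18.9% ± 5.64 of the miRNA reads (SD, n = 4) in SOLiD and 0.700% ± 1.37 (SD, n = 4) in Solexa, a log2 fold change of 8.37 (standard error 1.56, adjusted p = 0.00579 from limma). The Solexa mean of mmu-miR-293 rests on ES_XY_Solexa_Illu, at 2.75%, while the other 3 Solexa libraries were at 0.00983 to 0.0224%. For mmu-miR-295 the means were 0.889% ± 0.614 and 21.0% ± 13.1 (SD, n = 4 each), a log2 fold change of -4.54 (standard error 1.04, adjusted p = 0.0119 from limma). The Solexa mean of mmu-miR-295 rests on the IDT libraries, at 23.7 to 34.0%, against 2.73% in ES_XY_Solexa_Illu and at most 1.56% in SOLiD. Of 488 forms tested with the cell line as a covariate, 94 were higher in SOLiD, 73 were lower and 321 did not pass the test. The test takes the libraries as independent, but those of the same protocol deviate alike (correlations of 0.775 to 0.902). Its p-values may therefore be too small, and the contrast is largely one of the IDT adapter with the SOLiD kits. Among the called forms whose levels did not overlap between the SOLiD and the Solexa libraries, the 10 with the largest increases were mmu-miR-293, mmu-miR-17 (log2 fold change 5.52), mmu-miR-290-5p (5.16), mmu-miR-294* (4.77), mmu-miR-18a (4.19), mmu-miR-124 (3.90), mmu-miR-107 (3.79), mmu-miR-23b (3.76), mmu-miR-292-3p (3.73) and mmu-miR-20b* (3.47). The 10 with the largest decreases were mmu-miR-295, mmu-miR-142-3p (-4.57), mmu-miR-143 (-4.18), mmu-miR-127 (-4.13), mmu-miR-411 (-4.12), mmu-miR-369-3p (-4.06), mmu-miR-183 (-3.73), mmu-miR-9 (-3.59), mmu-miR-101b (-3.48) and mmu-miR-30e (-3.28). The adjusted p-values of these 20 ranged from 0.00201 to 0.0312 (limma).

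**Figure D2:**
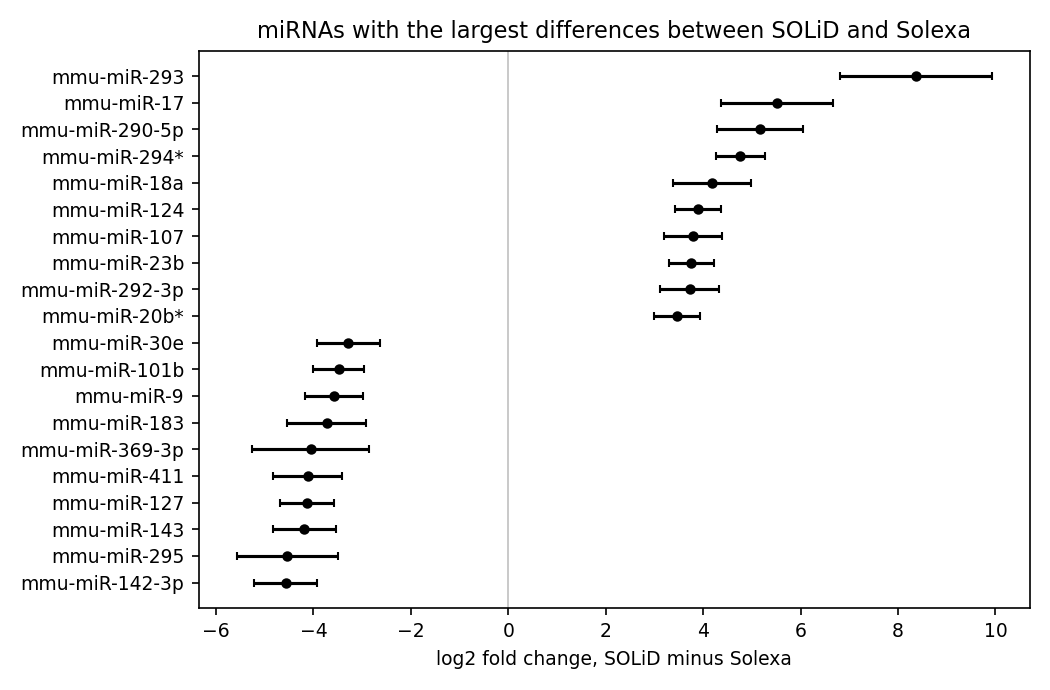
Log2 fold change between SOLiD and Solexa libraries (horizontal axis) of the 10 forms with the largest increases and the 10 with the largest decreases among called forms with no overlap between the libraries, with the standard error as bars. The values run from -4.57 for mmu-miR-142-3p to 8.37 for mmu-miR-293.

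Forms of a common cluster or family were also tested as lists. Of 14 miR-290 cluster forms, 8 were higher in SOLiD and 2 were lower (the same adjusted over the list alone), but the list did not pass in limma's camera (adjusted p = 0.102), with mmu-miR-292-5p among those that did not pass (log2 fold change -0.79). Of 28 forms of the miR-17-92 cluster and its paralogs, 10 were higher and none was lower by limma, among them mmu-miR-20b (2.08, adjusted p = 0.0398), and the list did not pass in camera (adjusted p = 0.0864). Of 18 forms of the Sfmbt2 intronic cluster, 9 were higher, such as mmu-miR-669l (2.70) and mmu-miR-669d (2.67), and 9 did not pass (10 higher adjusted over the list alone). Of 9 let-7 forms, which increase as ES cells differentiate, 4 were lower, among them mmu-let-7f (-3.09) and mmu-let-7a (-2.39), and 5 did not pass. Of 88 forms of the imprinted Dlk1-Dio3 cluster, 14 were higher and 14 lower (12 and 14 adjusted over the list alone), and the list did not pass in limma's camera (adjusted p = 0.811). With camera, which compares a list with all other forms, the Sfmbt2 cluster was shifted up (adjusted p = 0.0252), and the let-7 family (0.0205) and an X-linked cluster expressed in germ cells (0.0431, and 0.0557 with median-ratio scaling) down. Of the 18 forms of this cluster 4 were lower, and 0 adjusted over the list alone. None of these 3 held with an estimated correlation (adjusted p = 0.460, 0.460 and 0.637). Without ES_XY_Solexa_Illu 0 lists in place of 3 passed in camera, without ES_XX_Solexa_i_IDT 1 and without ES_XY_SOLID_v3 5. Without ES_XX_Solexa_i_IDT 65 forms were called, without ES_XY_SOLID_v3 106, without ES_XY_SOLID_v4 106 and without ES_XY_Solexa_i_IDT 109. Without ES_XX_Solexa_i_IDT, 6 of the named forms, including mmu-miR-293 and mmu-miR-295, no longer passed the test but kept their direction.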

Taken together, these data demonstrate unequivocally that the technological variability introduced by different sequencing platform and library-preparation protocol outweighs the biological variability between male and female ES cell lines.

Although the overwhelming differences between libraries were due to library preparation and sequencing technology, we were also able to detect some differences between male and female ES cell samples (Figure S5). Using all of the samples listed in Table 1, 25 miRNAs and miR*s were found to be differentially expressed between male and female ES cells (corrected *p*-value *p*<0.05), with 6 of these being located on the X chromosome (Table S2). Thus, despite the aforementioned technical source of variation, there also is a biologically meaningful variation between the libraries investigated.

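Forms of an X-linked miRNA cluster known for its expression in germ cells were at higher levels in PGK than in E14: all 21 that were tested had a log2 fold change above 0, with a median of 1.60. The level of mmu-miR-743a was 0.0332% ± 0.0204 of the miRNA reads (SD, n = 4) in PGK and 0.00215% ± 0.00267 (SD, n = 6) in E14. With limma's camera this list was shifted up (adjusted p = 2.99e-26, and adjusted p = 0.0462 with an estimated correlation). No single form passed the test: of 502 tested with limma on all 10 libraries, 0 had an adjusted p under 0.05, 22 had an unadjusted p under 0.05, and limma with voom weights also called 0, with 36. Adjusted over the list alone, 8 of the 21 forms were higher. The 5 forms with the smallest p, all of which fail the threshold, were higher in PGK in 4 of 4 pairs of libraries with the same protocol. They were mmu-miR-470* (log2 fold change 1.04, standard error 0.25, adjusted p = 0.379), mmu-miR-743a (2.34, 0.64, adjusted p = 0.497), mmu-miR-883a-3p (1.62), mmu-miR-878-3p (2.17) and mmu-miR-196a-1* (0.68), the last 3 with an adjusted p of 0.601. All but mmu-miR-196a-1*, on chromosome 11, lie on the X chromosome. The pseudocount of 0.00491% is above the E14 mean of mmu-miR-743a, so that its log2 fold change is reduced in size. The limit for testing is lower than the pseudocount, and fold changes of other forms at such low levels are reduced as well. The 0 calls therefore do not show that these forms are unchanged. With a pseudocount 0.1 times as large, 0 forms were called as well. With the protocol as a block, 1 form passed: mmu-miR-106a, from another X-linked cluster, was lower in PGK (log2 fold change -2.25, standard error 0.19, adjusted p = 0.0199, against -2.17, 1.31 and 0.993 without the block). The block with voom weights called 74 forms, 38 higher and 36 lower.
Other lists differed in the same test without a called member. By limma's camera, the median log2 fold change was -0.59 over 28 forms of the miR-17-92 cluster and its paralogs (camera adjusted p = 0.000524), -0.76 over 7 forms of the pluripotency-associated miR-302 cluster (0.0146) and -0.25 over 88 Dlk1-Dio3 forms (0.0146). With an estimated correlation these 3 did not pass (adjusted p = 0.293, 0.113 and 0.372). The let-7 family, with a median of 0.38 over 9 forms, did not pass (adjusted p = 0.0987, and 0.641 with an estimated correlation) but did with the block (adjusted p = 0.000306). Without ES_XX_Solexa_i_IDT, 2 lists in place of 4 passed. The 25 forms of Table S2 had 4.98 to 159 reads summed over all libraries, and none reached the limit for testing. With no limit, all 25 had the direction of Table S2, but the pseudocount of 0.00491% exceeds their highest level, 0.000898% of the miRNA reads, and keeps their log2 fold changes at 0.13 or less in size, so that this was no test of them. From its own test of all samples, the paper concludes that there is biologically meaningful variation between the libraries besides the technical one.

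**Figure D3:**
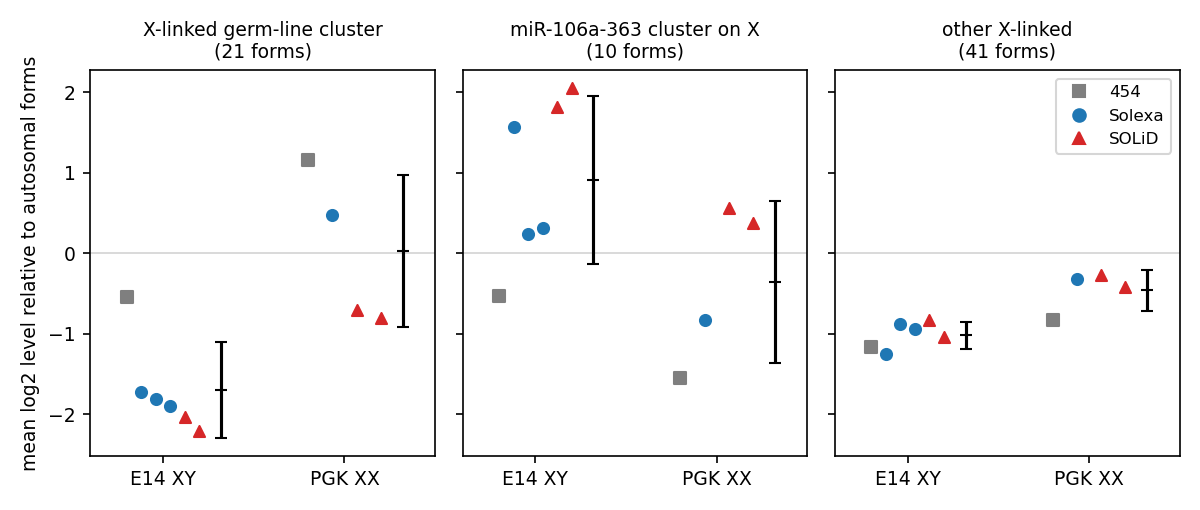
Mean log2 level of X-linked forms relative to autosomal forms (vertical axis) in the 6 E14 and 4 PGK libraries, with mean and SD, for groups of 21, 10 and 41 forms in separate panels.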

In agreement with previous findings [5], we find that observations based on fold-changes may be more transferable across sequencing platforms than actual read counts. 

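Of 776 forms with reads in the indexed IDT Solexa libraries or the SOLiD version 4 libraries, 62.6% had log2 ratios of PGK to E14 with the same sign in both technologies. For mmu-miR-106a the log2 ratio was -2.98 with Solexa and -2.29 with SOLiD, and for mmu-miR-743a it was 5.62 and 4.65. For mmu-miR-881, another X-linked form, it was 4.92 and 2.58. The ratios were taken after adding 1 read. Across forms, the Spearman correlation of the ratios was 0.629 and the Pearson correlation 0.758, while the Spearman correlation of the levels was 0.803 for E14 and 0.788 for PGK. Among 376 forms with at least 10 reads in each of the 4 libraries, the correlation of the ratios was 0.749 (Pearson 0.856), that of the levels 0.692 for E14, and 77.4% had the same sign. With the version 3 SOLiD libraries the correlation of the ratios was 0.451.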

Figure S6 shows the fold-changes between miRNA read counts in female and male ES cells (CC = 0.87, compared with CC = 0.84 in the left panel of Figure S4).

### miR/miR* ratios can be influenced by the sequencing protocol

The percentage of mature miRs is usually much higher than that of the miR*s in small RNA populations, presumably because the passenger strand miR*s are rapidly degraded [15]. We investigated the detectability of these low-level miR* entities, together with their miR counterparts, in the different libraries generated here by visualising the percentage of reads for each miR and miR* using the UCSC genome browser. An example of this can be found in Figure S7, where the expression of the mmu-miR-290 cluster, located on chromosome 7, in male ES cells generated by different technologies is shown. The Figure S7 illustrates some important differences between the libraries. In two of the libraries, mmu-miR-295 is the most highly expressed miRNA, while in other libraries mmu-miR-294 or mmu-miR-293 are expressed more highly than mmu-miR-295. 

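In ES_XY_Solexa_i_IDT and ES_XY_Solexa_IDT, mmu-miR-295 was at 23.7% of the miRNA reads, mmu-miR-293 at 0.0162% (95% interval 0.0152 to 0.0172) and 0.0224% (0.0218 to 0.0231), and mmu-miR-294 at 0.625% (0.618 to 0.631) and 0.878% (0.874 to 0.882). In ES_XY_SOLID_v3 and ES_XY_SOLID_v4 the order was the reverse: mmu-miR-293 was at 26.6% (26.5 to 26.6) and 13.0% (12.9 to 13.1), and mmu-miR-295 at 0.478% (0.468 to 0.487) and 1.25% (1.23 to 1.27). In ES_XY_454, mmu-miR-294 exceeded mmu-miR-295, at 8.17% (7.91 to 8.44), and mmu-miR-293, at 2.03% (1.89 to 2.17). With the Illumina adapter mmu-miR-293 exceeded mmu-miR-295 narrowly. The form mmu-miR-295 lies on chromosome 7 of mm9 from 3220816 to 3220838, mmu-miR-294 from 3220692 to 3220713 and mmu-miR-293 from 3220391 to 3220412.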

Importantly, in two of the libraries examined, namely ES_XY_Solexa_IDT and ES_XY_Solexa_i_IDT, the star form, mmu-miR-293*, appears to be more highly expressed than the corresponding mature miRNA. This highly unusual pattern is not consistent with previous findings on the biogenesis of miRNAs in ES cells [16], or with findings in other libraries. 

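The star form mmu-miR-293* (chromosome 7 of mm9, 3220357 to 3220378) had 107490 reads against 930 of mmu-miR-293 in ES_XY_Solexa_i_IDT, and 457897 against 4208 in ES_XY_Solexa_IDT. This is a star share of 99.1% (95% interval 99.09 to 99.20) and 99.1% (99.06 to 99.12). The PGK library with the same adapter, which Figure S7 does not show, had 115224 reads against 696, a share of 99.4% (99.35 to 99.44). The levels of mmu-miR-293* itself in these libraries, 1.63% to 2.44% of miRNA reads, overlapped those in the version 4 SOLiD libraries, at 1.42% and 1.87%. They were above those in ES_XY_Solexa_Illu, at 0.432%, in the version 3 SOLiD libraries, at 0.151% and 0.786%, and in the 454 libraries, at 0.141% and 0.0786%.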

The common feature of these libraries showing unexpectedly high proportions of miR* entities is the use of an “IDT” 3′ adapter [7]. The Solexa libraries prepared with the standard Illumina 3′ adapter, as well as the libraries made using the other two sequencing platforms do not show such abnormally high level of miR*s, implying that the IDT 3′ adapter sequence could be at least be partially responsible for this enrichment of miR* sequences.

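The star share of mmu-miR-293 was 99.2% ± 0.166 (SD, n = 3) in the libraries with the IDT adapter and 7.33% ± 4.24 (SD, n = 7) in the others (exact permutation test, 2-sided, p = 0.00833, the smallest possible). The pair was tested because the paper singles it out from these libraries, so that this p describes the observation and is no independent test of it. Among the others it was 13.6% (95% interval 13.5 to 13.7) in ES_XY_Solexa_Illu, 6.48% (5.02 to 8.32) and 7.11% (4.42 to 11.2) in the E14 and PGK libraries of 454, and 0.564% (0.544 to 0.584) to 9.85% (9.70 to 10.0) in SOLiD. All star forms together took 4.13% ± 0.613 of the miRNA reads (SD, n = 3) with the IDT adapter and 4.39% ± 2.30 (SD, n = 7) without it (exact permutation test, 2-sided, p = 0.908). Without mmu-miR-293* they took 2.15% ± 0.195 and 3.70% ± 1.62 (exact permutation test, 2-sided, p = 0.0917). The comment in the labels of the PGK library names the Illumina adapter, against its title and Table 1, and with the adapter of the comment the share of mmu-miR-293* differed by 80.3 percentage points (exact permutation test, 2-sided, p = 0.0667) and the sign of the difference in all star forms was reversed (0.0854 points, p = 1 in the exact test). From the absence of such high shares with the Illumina adapter and in the other technologies, the paper proposes that the IDT adapter sequence could be responsible, at least in part, for the enrichment.

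**Figure D4:**
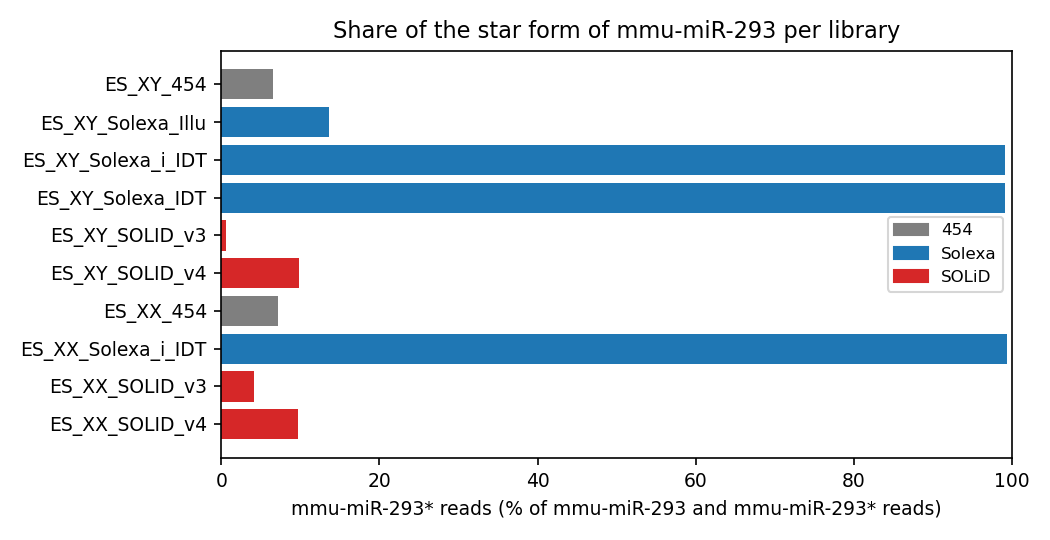
Reads of mmu-miR-293* as a percent of the reads of mmu-miR-293 and mmu-miR-293* in each of the 10 libraries, with bars coloured by technology. The 3 libraries with the IDT adapter are at 99.1 to 99.4%, and the others at 0.564 to 13.6%.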

To investigate this further, we examined the ratio of miR/miR* forms in all of the libraries. Table S3 presents the numbers, per library, of several miR/miR* pairs for which miR* reads were higher than mature miRNA reads. In the 454 libraries, unexpected ratios were only seen for three miR/miR* pairs. However, the 454 libraries are of considerably smaller size than the Solexa or SOLiD libraries, for which between 18 and 24 miR/miR* pairs were affected.

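Among 226 pairs of a miRNA and its star form, the star form had more reads in 23 to 26 pairs of the Solexa libraries, 24 to 30 of the SOLiD libraries and 10 and 8 of the 454 libraries ES_XY_454 and ES_XX_454. With at least 10 reads of the pair in the library, the numbers were 20 to 22, 15 to 22, and 3 and 4. As a share of the pairs with so many reads, these were 9.43 to 10.8% with Solexa, 8.47 to 12.4% with SOLiD, and 2.94 and 4.88% with 454. Among the affected pairs, mmu-miR-140* had 86141 reads against 7063 of mmu-miR-140 in ES_XY_Solexa_Illu. With 20358 reads drawn from each library the number was 13.5 to 15.7 with Solexa, 15.05 to 20.0 with SOLiD and 10.45 and 8 with 454, as means over the draws.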

Most miR/miR* pairs that showed unexpected star/mature ratios in any library, were observed in a specific group of libraries, such as the unusual mmu-miR-293 pattern in the IDT-libraries described above (Figure S7). However, in the case of a few miRNAs, namely mmu-miR-140, mmu-miR-154, and mmu-miR-28, considerably more reads were found for the miR* form than for the mature miR in most of the libraries investigated (except for the 454 libraries). However, in these cases, our analysis indicates that the mature forms of these miRNAs may have been mis-annotated in the miRBase database (release 16). 

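The star form had more reads than the mature form in all 4 Solexa and all 4 SOLiD libraries for 3 of the 156 pairs with reads enough to compare in each: mmu-miR-140, mmu-miR-154 and mmu-miR-485. For mmu-miR-140 (chromosome 8 of mm9, mature form at 110075149 to 110075170) the star form had 12374 reads against 447 in ES_XY_SOLID_v3, and in ES_XY_454 24 against 52. For mmu-miR-154 (chromosome 12, 110976648 to 110976669) it had 18372 against 708 in ES_XY_Solexa_IDT, and in ES_XY_454 9 against 30. For mmu-miR-28 (chromosome 16, 24827954 to 24827975) the star form had more reads in all 4 Solexa libraries, for example 19254 against 5876 in ES_XY_Solexa_Illu, and in both 454 libraries, with 61 against 37 in ES_XY_454 and 13 against 9 in ES_XX_454. It had fewer in all 4 SOLiD libraries: 140 against 225 in ES_XY_SOLID_v3, 35 against 90 in ES_XY_SOLID_v4, 38 against 39 in ES_XX_SOLID_v3 and 6 against 32 in ES_XX_SOLID_v4.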

The miR/miR* nomenclature provided by miRBase (until release no. 16) was based on the abundance of the mature product. However, recent publications investigating the potential functional role of the miR* species proposed that the relative abundance of the dominant mature form and the miR* form may depend on tissue, stage and species [17]. Accordingly, the miR/miR* nomenclature was withdrawn from the latest release (no. 17) of miRBase, in favour of the −5p/−3p nomenclature.

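The star form exceeded the mature form in all 4 SOLiD libraries and in none of the 4 Solexa libraries for 5 of 156 pairs: mmu-miR-299, mmu-miR-330, mmu-miR-411, mmu-miR-872 and mmu-miR-877. For mmu-miR-299 (chromosome 12 of mm9, 110948886 to 110948907) there were 1704 star reads against 127 in ES_XY_SOLID_v3 and 2152 against 16305 in ES_XY_Solexa_IDT. For mmu-miR-872 (chromosome 4, 94331858 to 94331878) there were 424 against 227 in ES_XY_SOLID_v4 and 10423 against 31492 in ES_XY_Solexa_Illu. For mmu-miR-877 (chromosome 17, 36097740 to 36097759) there were 136 against 2 in ES_XY_SOLID_v3 and 29 against 817 in ES_XY_Solexa_IDT. The 454 libraries had at most 4 reads of either form of mmu-miR-299 and mmu-miR-877, and 1 star read of mmu-miR-872 each.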

Finally, in the case of three other miR/miR* pairs, namely mmu-miR-299, mmu-miR-872, and mmu-miR-877, unexpected miR/miR* ratios were seen consistently in libraries generated by the SOLiD platform, but not with the other technologies. No miR/miR* pairs were found to be specifically affected in the Solexa or the 454 libraries. 

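In all 4 Solexa libraries and in none of the 4 SOLiD libraries, the star form exceeded the mature form for 2 of 156 pairs, mmu-miR-28, which did so in both 454 libraries as well, and mmu-miR-669e, with at most 4 reads of either form in a 454 library. In the 3 libraries with the IDT adapter and in none of the other Solexa and SOLiD libraries it did so for 7 pairs: mmu-miR-293, mmu-miR-106b, mmu-miR-124, mmu-miR-132, mmu-miR-148a, mmu-miR-376a and mmu-miR-382. A pair with more star reads in 1 library by chance could enter or leave these groups, since each asks only which form had more reads.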

The decoded sequences of most SOLiD reads counted for miR-299* or mir-877* were predicted to have terminal secondary structures by the mfold web server [18] with default parameters. 

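Folded alone with ViennaRNA, the annotated sequence of mmu-miR-877* (UGUCCUCUUCUCCCUCCUCCCA) forms no base pair, and neither does mmu-miR-877. The sequence of mmu-miR-872* (UGAACUAUUGCAGUAGCCUCCU) folds at -0.5 kcal per mol with its last 5 bases unpaired, and mmu-miR-872 at -1.5 with bases of its last 5 paired. No strand, and so no sequence, was matched for mmu-miR-299*. The sequences are those of the annotated forms at their position in the reference genome, not of the sequenced reads.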

The finding that SOLiD sequencing shows a positive bias for reads with 3′-terminal secondary structures agrees with previous observations [5].

In summary, these findings indicate that the miR*/miR ratios can be influenced by several variables, including the choice of adapter, as well as the library preparation. The precise basis for these differences is unclear. Furthermore, it is becoming clear that for some miRs the level of miR* entity can be quite high in ES cells whatever the protocol or technology used, and this likely has a biological basis.

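Over the 8 Solexa and SOLiD libraries, the star form was at a higher level than the mature form in every library for mmu-miR-140, whose star form was at 0.189 to 0.744% of the miRNA reads, and for mmu-miR-154, whose star form was at 0.0170 to 0.481%. In the 454 libraries the order was the reverse for both, with mmu-miR-140* at 0.0602% (95% interval 0.0405 to 0.0896) in ES_XY_454 and mmu-miR-140 at 0.131% (0.0995 to 0.171). No reads of mmu-miR-154* were seen in ES_XX_454, and the upper end of the interval there is 0.0189%.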

### Profiling of reads derivative from repetitive elements

We also investigated putative differences between sequencing protocols and technologies at the level of small RNAs generated from repetitive elements in ES cells. As mentioned previously, repeat element content seemed to show some differences between ES cell libraries, which could be due in part to sequencing technologies or protocols. To investigate this further, we looked in detail at the manner in which Long interspersed elements 1 (LINE-1 or L1) derived small RNAs varied between our libraries.

Recent studies involving deep sequencing of small RNA libraries from mouse ES cells or oocytes have provided evidence that small RNAs can be derived from certain families of highly repetitive sequences [19], [20], [21]. The mechanisms by which such repeat-derived small RNAs are generated and their role if any, remains obscure. In the case of LINE-1 elements it has been proposed that these repeat-derived small RNAs may reflect a global RNAi-type mechanism involved in regulating mRNA expression and/or L1 activity [22]. Our previous work characterised the L1 profiles generated using 454 sequencing [10], [22]. Here, we investigated the L1 repeat-derived small RNAs profiles in our ten samples.

In order to identify sequences that match different families of L1 elements, the reads were aligned to the consensus sequences of Repbase [23] (see Materials and Methods for details). The read coverage of the L1 consensus for the ES_XY_Solexa-i_IDT, ES_XY_454 and ES_XY_SOLID_v4 samples is shown in Figure 7. The three samples from the three technologies present a similar profile. We observed that many of these L1-derived small RNAs mapped to the promoter region of the consensus sequence, in both the sense and antisense orientations, whereas the ORFs of the L1 consensus sequence are mainly covered by reads aligned in the sense orientation. These reads are detected in all 10 libraries. The read size distribution differs between libraries however. The 454 library contains twice as many reads that are 19 nt long as the SOLiD or Solexa libraries, and a lower proportion of reads in the 22 nt size range. On the other hand the majority of reads in the Solexa and SOLiD libraries are 19–22 nt long. The basis for these differences in L1 sRNA read length between the 454 and Solexa libraries is unclear. One explanation might be that they are degradation products, in the homemade protocol used for the 454 library generation.

**Figure 7:**
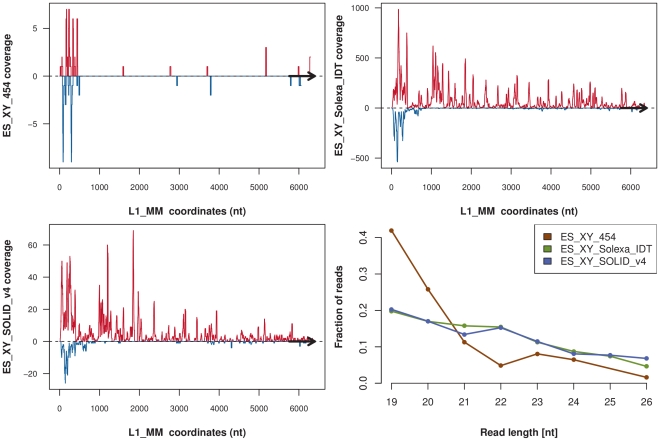
Reads coverage of L1 consensus sequence. The reads with a size of 19–26 nt were aligned on the L1_MM consensus sequence extracted from Repbase. The coverage from the ES_XY_Solexa_IDT, ES_XY_454 and ES_XY_SOLiD_v4 libraries, on the sense orientation is represented in red, whereas the coverage in antisense orientation is represented in blue. The size distribution of the reads aligned on the L1_MM consensus is shown for the three libraries.

## Discussion

In this study, we have assessed similarities and differences in small RNA sequencing profiles that are based on library preparation, as well as biological differences. To this end, we have examined small RNA populations obtained from mouse ES cell samples and analysed using different NGS technologies. In general, we find that sRNA-seq libraries generated from the same biological sample showed a reasonably good correlation, even when different protocols were used for their sequencing. However, we also find that the library-preparation protocol (and accordingly the sequencing technology used) could have a profound impact on the miRNA expression profiles observed using NGS techniques. The impact of the sequencing technology on its own was not assessed in this study, as no samples from exactly the same library preparation were sequenced on the different platforms. Such type of comparisons, however, have been performed previously [4]. Linsen et al. compared micoRNA expression profiles from rat brains across three different libraries preparations, poly(A) tailing, *modban* adaptor (IDT) ligation [7] and Small RNA Expression kit (SREK-ABI first version), and three sequencing platforms, Roche 454, ABI-SOLiD and traditional capillary dideoxy sequencing. They analysed the 10 most frequently sequenced microRNAs of each library-preparation method and concluded that biases observed are largely independent of the sequencing platforms but strongly determined by the method used for small RNA library preparation. Here, we extend upon these results adding more recent protocols, platforms (Roche-454, Illumina-Solexa and ABI-SOLiD) and small RNA types. We also show that the library-preparation protocol used has serious implications in the interpretation of data, particularly when biological differences between small RNA populations and pathways are being sought. In contrast, the use of an “index” for multiplexing had negligible effects on the profiles obtained and seems to be really better that barcodes (Figure S3).

In summary, libraries from different cell lines that were sequenced on the same type of platform/machine type were found to be far more similar to each other, than to libraries from the same cell line (identical biological sample) sequenced using different technologies. Both of the ES cell lines investigated in this study corresponded to undifferentiated embryonic stem cells, and *a priori* they were not expected to show striking differences, even though one is female and the other male. Indeed, when considering data from all of the libraries examined here we found that just 25 microRNAs were differentially expressed between the two cell lines, with one quarter of these originating from the X-chromosome. This demonstrates that biologically relevant differences could be found between male and female ES cells, but these differences were minor compared to some of the differences found for the same cell line sequenced with different technologies.

Furthermore we also found that even when using the same NGS technology, different library preparation protocols could lead to apparent differences in miRNA expression levels and, in certain cases striking differences in the detection of miR*s. These differences were clearly technical in some cases, although the molecular basis of this remains unclear. In other cases, unusual proportions of miR* entities were found in all of the libraries investigated, suggesting that this may be a biologically relevant result and a mis-annotation of miRbase.

The profiles of small RNAs from repetitive elements generated from the same biological samples showed a good correlation between the three sequencing technologies. The main difference observed concerned the proportion of tRNAs and rRNAs. The mean coverage of ncRNA or LINE repetitive regions is comparable between libraries. However, only the reads aligned less than 5 000 times were used for this analysis of repeat elements. This filtering may have influenced some of the results, such as the proportion of reads aligned on simple repeat elements, according to the number of reads from each library. Nevertheless, all the library preparations and sequencing approaches led to similar coverage profiles over the L1_MM consensus sequence. This consistency between sequencing technologies, which contrast with the differences we found for miRNAs, may be due the fact that here we are looking at whole small RNA populations, whereas in the case of miRNAs we are looking at discrete small RNAs characterized by their size, genomic region and their orientation.

In conclusion, the comparative analysis we report here suggests that caution needs to be applied to the interpretation of small RNA sequencing data generated using different technologies or protocols, particularly in terms of miRNA expression levels, as clearly the conclusions depend on the technology used in each case. Thus far, no single protocol and sequencing technology has been shown to best represent biological reality. Probably every type of library preparation and sequencing technology introduces a certain amount of bias and samples a slightly different pool of small RNAs in a cell. Thus, when using second-generation sequencing for comparing small-RNA populations between different biological samples, it may be advisable to consistently use the same sequencing technology and library preparation protocol (adaptors and indexes) for all libraries to be investigated. The libraries will thus all be affected by the same bias, which therefore will have minimal influence on the comparison of results from different biological samples. Conversely, it is important to consider that diversifying sequencing technologies and protocols may be helpful for generating complete inventories of small RNAs in any given sample.

Finally, it should be noted that certain protocols utilised for preparing sRNA-Seq libraries are also used for generating libraries from messenger RNAs (mRNAs). Hence, similar biases from adaptors and barcoding may also affect the results of RNA-Seq in general and need to be taken into account in the experimental design of sequencing studies.

## Materials and Methods

### Cell lines

Female PGK and male E14 Embryonic Stem (ES) cell lines (from Dr E. Heard laboratory) [10] were cultured in Dulbecco's Modified Eagle Media (DMEM) (Invitrogen), containing 15% FCS (Bio West), 1000 U/ml LIF (Chemicon), 0.1 mM beta-mercaptoethanol (Invitrogen), 0.05 mg/ml of streptomycin (Invitrogen) and 50 U/ml of penicillin (Invitrogen) on a gelatin-coated support in the absence of feeder cells. The culture medium was changed daily. All cells were grown at 37°C in 8% CO2.

### Sequencing

Total cellular RNA samples (5–10 µg), prepared using Trizol reagent (MRC Molecular Research Center), were processed into sequencing libraries using: 1.) a homemade protocol [9] for the 454 technology and sequenced at Genoscope (Evry, France), 2.) adapted Illumina protocols for Solexa technology and sequenced by Fasteris ((http://www.fasteris.com, Switzerland), and 3.) the Small RNA Expression Kit (SREK, Life Technology, version C) and the SOLiD Total RNA kit (STaR-Seq, Life Technology) for the SOLiD technology and sequenced at Institut Curie (Paris, France) or Life Technology (USA). The raw and processed data are publicly available at GEO, series record GSE35368 (http://www.ncbi.nlm.nih.gov/geo/).

### Adapter removal and read alignment

The length of reads output by the sequencing generally exceeded the length of the investigated RNAs. Thus, remaining parts of the adapter sequence had to be removed by identifying overlaps between the end of the reads and the beginning of the provided adapter sequence. This task was done using different tools specific to each sequencing technology: a script from M. Zavolan (University of Basel, Switzerland) for the 454 data, custom scripts from Fasteris (Switzerland) for the Solexa data, a custom script from N. Socci (Memorial Sloan-Kettering Cancer Center) for the SOLiD data. Each time, we made sure to find the maximal overlap between beginning of the 3′-adapter and end of read sequence and to cut exactly in front of the first adapter base. The trimmed sequencing reads of each library were then mapped to the mouse genome reference sequence (assembly mm9) and to the RepBase (v16.03) consensus sequences using the alignment tool Bowtie ([24], v0.12.7). Respectively, two mismatches in nucleotide space or colour space were allowed for the mapping of the 454 and the SOLiD data, while for Solexa the sum of qualities of mismatching bases was required to not exceed 50. Only the best alignments are reported for each reads. The reads with up to 5 000 repeated alignments on the genome were used for the repeats analysis. The reads aligned on different repeats classes were not discarded from the analysis.

### Data analysis

The read alignments were rigorously checked for quality. For each library, we computed the counts per mature miRNA and miR* from the read alignments. The genomic positions of mature miRNAs and miR* were obtained from the database miRBase ([12], release 16). Aligned reads of length 19–26 nt were considered to correspond to a mature miRNA (or miR*) only if 1.) the aligned position did not differ from the annotated position of the mature miRNA (or miR*) by more than 2 bp and 2.) the reads had at most as many genomic match positions as the number of genomic copies of the respective mature miRNA (or miR*). Each aligned read was assigned to a genomic feature type if its aligned position overlapped the position of the annotated feature by 70% or more. The feature type of reads overlapping multiple genomic features was assigned by prioritising the feature types in the order: microRNA>other ncRNA>pseudogene>exon>gene>LINE>other repeat.

In order to be able to compare miRNA expression levels and profiles between libraries, miRNA read counts per library were normalised using the two-step procedure described by Anders et al. [14]. Briefly, this normalisation consists of a division of the read-counts by estimated library-size factors followed by a variance-stabilising transformation. For the normalisation, libraries were pooled by cell type to estimate the within-group variation. Then, the normalized miRNA read counts were tested for differential analysis using the R package *DESeq* [14].

The hierarchical clustering applied is based on the Euclidean distance between pairs of libraries, and clusters are agglomerated using the complete-linkage method.

Repetitive element profiling was performed after removal of reads aligned to pre-miRNA regions. The remaining reads were annotated using the RepeatMasker track from the UCSC Genome Browser [13]. All read alignments were used to compute the mean coverage of the different repeats classes.

Finally, in order to identify sequences that match different families of L1 elements, the reads were aligned on the consensus sequences of repetitive elements extracted from Repbase (v16.03). The L1_Mm consensus sequence was used as the reference of mouse L1 repetitive sequence.

For analysing the sequencing data, we mainly used the BEDTools suite [25] to annotate the reads files, and the R statistical environment with packages from the Bioconductor project [26], in particular *girafe* [27], *Rsamtools* and *DESeq* [14].

## Supporting Information

Figure S1 **Schematic representation of small RNA cDNA library preparation adapted from Pfeffer et al.** [**7**] **.** The insertion of a barcode or index is specifically highlighted.
(TIFF) Click here for additional data file.

Figure S2 **miRNA detection across the different libraries.** Histogram showing the number of libraries in which each miRNA (or miR*) is represented by one or more reads.
(TIFF) Click here for additional data file.

Figure S3 **Comparison of miRNA expression levels between libraries from the same cell line and sequencing technology.** Scatter plots comparing the normalised miRNA expression levels (on a generalised logarithmic scale) between pairs of libraries generated using the same sequencing technology but different library preparation protocols or versions of the technology. The libraries are named as in Table 1. CC: Spearman correlation coefficient.
(TIFF) Click here for additional data file.

Figure S4 **Comparison of miRNA expression levels between libraries from the same cell line and different sequencing technology.** Scatter plots comparing the normalised miRNA expression levels (on a generalised logarithmic scale) between pairs of libraries generated from the E14 cell line but using different sequencing technologies. Libraries are named as in Table 1. CC: Spearman correlation coefficient.
(TIFF) Click here for additional data file.

Figure S5 **Comparison of miRNA expression levels between libraries from the two cell lines and the same sequencing technology.** Scatter plots comparing the normalised miRNA expression levels (on a generalised logarithmic scale) between E14 XY (y-axis) and PGK XX (x-axis) libraries generated using the same sequencing technology and library preparation protocols. The left panel contains a comparison of the two 454 libraries, the right panel displays the miRNA levels in two SOLiD libraries. The libraries are named as in Table 1. CC: Spearman correlation coefficient.
(TIFF) Click here for additional data file.

Figure S6 **Fold-changes of microRNA reads counts between female and male ES cells across sequencing platform.** For all microRNAs and miR* investigated, we computed the fold-changes between female and male cells within one sequencing platform first (for Solexa: ES_XX_Solexa_i_IDT/ES_XY_Solexa_i_IDT; for SOLiD: ES_XX_SOLID_v4/ES_XY_SOLID_v4). The logarithms of the fold-changes determined for SOLiD are plotted versus those computed for Solexa. Top left, the correlation coefficient between the fold-changes is specified.
(TIFF) Click here for additional data file.

Figure S7 **UCSC genome browser view of miR-290 cluster.** UCSC genome browser screenshot showing the expression of the miR-290 cluster on chromosome 7 in the 6 XY libraries (ordered as in Table 1). In each library, the percentage for each miRNA and miR* among all miRNA-associated reads is shown. Below, the genomic positions of the pre-miRNAs, as annotated in miRBase, are shown in red.
(TIFF) Click here for additional data file.

Table S1 **microRNA reads counts.** Aligned reads of length 19–26 nt were considered to correspond to a mature miRNA (or miR*) only if the aligned position did not differ from the annotated position of the mature miRNA (or miR*) by more than 2 bp and if the reads had at most as many genomic match positions as the number of genomic copies of the respective mature miRNA (or miR*).
(XLS) Click here for additional data file.

Table S2 **Differentially expressed microRNAs between ES male and female cells.** miRNA read counts per library were normalised and tested for differential analysis using the *DESeq* package [14].
(XLS) Click here for additional data file.

Table S3 miR/miR* ratios. Number of miR/miR* pairs with more reads for the passenger star form than for the mature miRNA per library.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

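Small RNAs of the mouse ES cell lines E14 (XY, 6 libraries) and PGK (XX, 4 libraries) had been sequenced with 454 (2 libraries), Solexa (4) and SOLiD (4). Each library is taken as 1 replicate, and nothing states that libraries of a line came from separate cultures. The cell line, technology and protocol of each library were taken from the sample labels and Table 1. For the 3′ adapter of the PGK Solexa library, Table 1 and the title of the sample give IDT, which is used, and the comment in its labels gives Illumina, which is an alternative.

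To make the percent values, the authors trimmed adapters, aligned reads to mm9 with Bowtie, counted reads of 19 to 26 nt within 2 bp of the mature positions of miRBase release 16, and divided by the library's miRNA reads before the files were deposited. To make the signal values, the authors removed reads on pre-miRNAs, kept reads with fewer alignments than a set limit, and wrote the read coverage per base and strand, not scaled to depth, as deposited. The authors' own test between cell lines used DESeq, which works on counts.

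Names were given to 785 of 943 listed positions by matching their percents in all libraries to the counts of Table S1, and to others by the annotated hairpin at the position or the closest values. Of the 833 names 816 were joined, 3 of these failed a check of values, and 33 positions were left without a name. For 52 names with several copies the mean over copies is used. Reads of single forms are computed from the percents and the library's miRNA reads, so that they can differ from Table S1 by rounding. It was checked that 98.2% of 4832 low values lay within 0.1 of a whole number of reads, and that 638 of 653 positions with an annotated hairpin had the name of that hairpin.

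Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, R 4.3.3 with limma 3.58.1, and ViennaRNA 2.7.2 were used. The limma fit, with a trend in the variance, was run on log2 of the percent plus 0.00491, for forms of at least 0.000342 percent in at least 4 libraries, and a Benjamini-Hochberg adjusted p under 0.05 was called. E14 and PGK were compared over 502 forms, with the protocol as a block as an alternative, and SOLiD and Solexa over 488 forms with the cell line as a covariate. Libraries of the same protocol were checked as pairs: the deviations of a PGK library correlated at 0.775 to 0.902 with those of the E14 library of its protocol, and at -0.583 to 0.864 with those of others.

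Forms are named in the text if the paper names them, if they are among the most abundant of a library, or by rank. By rank, the 10 largest increases and 10 largest decreases between SOLiD and Solexa are named among called forms with no overlap between libraries, and the 5 smallest p between the cell lines. Lists tested with camera, at a preset correlation of 0.01 and with an estimated one, were the miR-290 cluster, the miR-302 cluster, the miR-17-92 cluster and its paralogs, the let-7 family, the Dlk1-Dio3 cluster, the Sfmbt2 cluster, an X-linked germ-line cluster, and markers of fibroblasts and mesenchyme, of neural cells, of blood, and of muscle and liver.

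Correlations are Spearman correlations across 813 forms. To take out depth, reads were drawn without replacement down to the smallest library, with 20 draws, or to the smaller library of a pair, with 5 draws. Depth ran from 20358 to 18758598 miRNA reads, so that 1 read is 0.00491 percent in the smallest library. Differences in means between libraries were tested with exact permutations of the library labels, and relations with the sequence with 100000 permutations.

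Repeat signal was summed over non-coding RNA families of GENCODE vM1 and over tandem repeats found in the reference genome (units of up to 6 nt, at least 20 nt), and compared in bins of 100 kb. Repeat classes and the LINE-1 consensus were not analysed here.

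Alternatives covered the block, the filter, the pseudocount, the scaling, voom weights, leaving out libraries, the adapter assignment, read minimums and depth. The limma fits and the permutation test were tested on simulated data. With 200 forms changed, the cell-line fit recovered 7.46% of 2-fold, 37.3% of 4-fold and 74.2% of 8-fold changes. With the block it recovered 52.2, 95.5 and 100%, and the technology fit 43.3, 67.2 and 97.0%. False calls among unchanged forms numbered 11, 5 and 14, but where the most abundant forms were also changed 195 with the block and 11 in the technology fit. The permutation test gave a p under 0.05 in 20 of 20 simulations with an effect and in 2 of 20 without.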

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

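The tests of scaling, of other splits of the libraries, of the X-linked groups and of mmu-miR-293* were chosen after the result was seen. Those of GC content, of pairing at the 3′ end and of differences between chromosomes were set before it.

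Levels of 167 of 488 forms differed between SOLiD and Solexa, with mmu-miR-293 higher and mmu-miR-295 lower in SOLiD. The tables argue against GC content as the cause (Spearman correlation with the log2 fold change 0.0803 across forms), against a gain of forms paired at the 3′ end (median difference -0.24, in the other direction), and against a few abundant forms shifting the rest (195 calls with median-ratio scaling, 160 of them shared). Of 35 splits of the 8 libraries into groups of 4, 1 gave as many calls, the real one, and the highest other gave 9. The splits exchange single libraries, but those of the same protocol are alike, with deviations that correlated at 0.775 to 0.902. The count therefore cannot exclude chance differences among the few protocols. The adapters, ligation and amplification differ with the technology, and which of these may act was not tested. No biological explanation was tested, since both technologies were used on both lines.

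X-linked forms were higher in PGK than in E14, relative to autosomal forms, by 0.65 on the log2 scale. This is not due to the germ-line and miR-106a-363 clusters alone, as the other 41 forms differed by 0.56 in the mean. Their median log2 fold change was 0.12, however, with mmu-miR-322, mmu-miR-351 and mmu-miR-503 far above it. The medians in this paragraph are not taken relative to autosomal forms, whose own median was -0.14. Of 15 autosomes, 0 showed as large a difference in all pairs. A higher dose of the whole X chromosome would raise the miR-106a-363 forms as well, whose median was -1.19, so that local differences between these lines, or in their culture, are a candidate explanation. The sex of the cells and the line coincide here, and they cannot be separated with 1 line of each sex.

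For single forms between PGK and E14, the real split gave 0 calls and the highest of the other splits 8. With 0 real calls, any split gives at least as many, as all 100 drawn did, so that this count cannot exclude chance and says nothing about single forms. These fits had no block for the protocol, and the split with 8 calls put the 454 and SOLiD version 3 libraries of both lines together, which points to a structure of the samples by protocol. With the protocol as a block the count was 1, and 74 with voom weights added.

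In the 3 libraries with the IDT adapter, mmu-miR-293* made up over 99% of the reads of the pair. The tables argue against an effect of the index, with 99.1% in the IDT library without it, and against the cell line, with at most 9.85% in the 454 and SOLiD libraries of both lines. A gain of all star forms with this adapter stays open: their total share differed by -0.26 percentage points, within its spread (SD 2.30 in the 7 libraries without the adapter), and within Solexa it was 3.01% with the Illumina adapter and 3.62 to 4.81% with IDT, but 2.58% and 2.00 to 2.37% without mmu-miR-293*. The mature form was at 0.0224% of the miRNA reads or less in the IDT libraries, against 1.03% or more elsewhere, and the star form at 1.63% or more, against 0.432% in the Solexa library with the Illumina adapter and up to 1.87% in SOLiD, so that a loss of mmu-miR-293 and a gain of its star form may both contribute. The difference between adapters within Solexa rests on 1 library with the Illumina adapter.

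Single libraries that stood apart from their group by the gap to the nearest other library were found in 11 of 64 groups over 16 measures. The rule is set so that chance gives about 1 in 20 groups, a rate that was not measured here. Groups of a cell line mix the technologies, so that most of these restate differences between technologies or adapters. In E14, ES_XY_454 had 399 detected forms, 10 pairs with more star reads, 0.572% of the repeat signal on U1 genes and 0.375% on snoRNA genes. In PGK, ES_XX_454 had 332 detected forms and 0.798% of the signal on U1 genes, and ES_XX_Solexa_i_IDT had a mmu-miR-293* share of 99.4%. Among the Solexa libraries, ES_XY_Solexa_Illu had a mmu-miR-293* share of 13.6%, 0.0309% of the signal on U1 genes and 0.285% on U2 genes. Among the SOLiD libraries, ES_XX_SOLID_v3 had 0.153% on snoRNA genes.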

How the results depend on the processing

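The pseudocount, median-ratio scaling, voom weights, the combinations with the block, thinned star pairs, the limit of 100 reads, star shares without an IDT library or without mmu-miR-293*, the miR-290 share by technology, the repeat correlation without 454, lines permuted within technology and all settings of the lists were chosen after the result was seen, and the other settings before the data were examined. Between PGK and E14, 0 forms were called in limma. The count was 1 with the protocol as a block, 1 with the block on the 4 protocol pairs alone, 1 with the block and median-ratio scaling, 3 with the block without the 454 libraries, and 74 with the block and voom weights. Between SOLiD and Solexa, 167 forms were called, and 65 to 214 when 1 library was left out. Lists passing in camera numbered 4 between the lines, and 2 to 6 with 1 library left out. Between SOLiD and Solexa they numbered 3, and 0 without the Illumina adapter library, 1 with a pseudocount 10 times as large, and 0 to 5 with 1 library left out. Forms detected in all libraries were 16.4% with at least 5 reads and 13.8% with reads drawn down to the smallest library. The mmu-miR-293* share differed by 80.3 percentage points with the adapter by the comment in the labels and by 85.6 among Solexa libraries alone, and the total star share by 0.0854 by that comment and by 0.762 with the rarer arm as star, both reversed in sign. Star pairs had a median of 40 with -5p and -3p pairs included and of 15.0 with reads drawn down. The effect of the cell line on the correlation, 0.0129, was 0.0303 among pairs of different technologies with lines permuted within technology, and passed. The fold-change correlation was 0.671 with a pseudocount of 5 reads, 0.749 with at least 10 reads, 0.729 with at least 100 reads and 0.451 with the version 3 SOLiD pair. Of 280 values of the 20 forms named between SOLiD and Solexa, 270 kept their call, 10 lost it and 0 were reversed, and of 105 values of the 5 forms named between the lines, 99 were as before and 6 passed. The cause of these differences was not tested. Not run were DESeq2 with and without the block and its size factors, since count tests were left out for percents. In the limma fits, reads computed from the percents were used for voom weights alone. What DESeq2 would call was not tested. The alternatives on repeat classes and LINE-1 were not run either.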

Differences from the paper's values

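The comparison with at least 10 reads in Pearson form was chosen after the values were seen. Between PGK and E14 the paper calls 25 forms at a corrected p under 0.05, and 0 were called here at the same threshold. Of the alternatives set before the data were examined, the block and the block on the 4 protocol pairs called 1, and the others, with no filter, without the 454 libraries or without any 1 library, called 0. In these settings the 25 forms of the paper lay under the read limit or, with no filter, under the pseudocount (0.00491% against at most 0.000898%), so that the counts are no test of these forms. The block with voom weights, chosen after seeing the values, called 74. On the X chromosome the paper has 6 of its 25, and 0 were called here. The block and the block on the 4 pairs called 1, mmu-miR-106a, which is not in Table S2, and the others set before the data were examined 0. All 25 forms of Table S2 had the paper's direction here with no filter. This is no test of them either, since the paper chose them from the same libraries and their levels lie under the pseudocount.

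The paper's correlation of the fold changes is 0.87, and it was 0.629 here. All alternatives set before the data were examined also differ: 0.602 and 0.671 with pseudocounts of 0.5 and 5 reads, 0.749 with at least 10 reads in each library and 0.451 with the version 3 SOLiD pair. The Pearson correlation with at least 10 reads was 0.856. The libraries are those that the legend of Figure S6 names.

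In Table S3 the paper has 3 pairs with more star reads in ES_XY_454 and 3 in ES_XX_454, and there were 10 and 8 here. With at least 10 reads in the library, an alternative set before the data were examined, there were 3 and 4, which do not differ. With -5p and -3p pairs included there were 16 and 15, which do, as do the numbers in the 8 other libraries. With neither change, the numbers in the 8 other libraries were above the paper's as well. Examples are 30 against 22 in ES_XX_SOLID_v4 and 25 against 24 in ES_XX_SOLID_v3.

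The paper states that mmu-miR-28 has more star reads than mature reads in most libraries but the 454 ones. Here the star form had more in the 4 Solexa libraries and in both 454 libraries, with 61 against 37 reads in ES_XY_454, and fewer in the 4 SOLiD libraries, with 35 against 90 in ES_XY_SOLID_v4. The statement held here for mmu-miR-140 and mmu-miR-154. The paper states that no pairs are affected in Solexa specifically. Here mmu-miR-669e had more star reads in all 4 Solexa libraries and in no SOLiD library, with 1810 against 639 in ES_XY_Solexa_IDT, and its reads in the 454 libraries, at most 4, were too few to compare. The paper names 3 pairs affected in SOLiD alone. Here all 3 had more star reads in the 4 SOLiD libraries and in no Solexa library, as did 2 more, mmu-miR-330 and mmu-miR-411. This grouping did not use the 454 libraries. In these, mmu-miR-872 had fewer star reads, and mmu-miR-299 and mmu-miR-877, with at most 4 reads of either form, were too low to compare. According to the paper, most SOLiD reads of mmu-miR-299* or mmu-miR-877* have predicted structures at their end, which was not tested here. The annotated sequence of mmu-miR-877*, folded in place of the reads, had none, at 0 kcal per mol with ViennaRNA. The paper states that star forms are unusually high with the IDT adapter. Here mmu-miR-293* was, at 99.1% or more of its pair. The total of star forms was 4.13% of the miRNA reads against 4.39% without this adapter. Within Solexa the total was 3.62 to 4.81% with it and 3.01% in the library with the Illumina adapter. Over all libraries it was higher with the IDT adapter by 0.0854 percentage points with the adapter of the labels' comment and by 0.762 with the rarer arm as star.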

Other observations

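An X-linked cluster near Fmr1, expressed in germ cells, was higher in PGK than in E14 by 1.73 on the log2 scale (exact permutation test, 2-sided, p = 0.0143, n = 4 and 6), and higher in 4 of 4 protocol pairs. Of its 21 forms, 18 were higher in all 4 pairs, against 26 of 430 autosomal forms. The miR-106a-363 cluster, a paralog of miR-17-92 on the same chromosome, was lower in 4 of 4 pairs, with differences of -1.68 to -1.02. The difference of the means of the lines, -1.27, did not pass (exact permutation test, 2-sided, p = 0.0952). That test does not use the pairing by protocol. All 72 X-linked forms were at -0.30 ± 0.11 (SD, n = 4) in PGK and -0.95 ± 0.08 (SD, n = 6) in E14 relative to autosomal forms (exact permutation test, 2-sided, p = 0.00476, the smallest possible), and over 16 chromosomes the adjusted p was 0.0762. These groups were tested after the result was seen.

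Across forms, those that begin with U had lower log2 fold changes of SOLiD over Solexa, with a median of -0.22 against 0.23 for the others (178 of 449 forms, permutation p = 3e-05, adjusted p = 0.00036 over 12 relations). Those that begin with A had higher ones by 0.37 (adjusted p = 0.0118, permutation test), and those that end in A lower ones, with a difference of -0.36 (adjusted p = 0.0429, permutation test). These 3 relations were noticed and tested on the same data, and their cause was not tested. GC content had a correlation of 0.0803. Forms are not independent replicates.

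Further lists that did not pass in camera are given here with their median log2 fold change and adjusted p from limma. Between PGK and E14 they were the miR-290 cluster (0.51, adjusted p = 0.0987), the Sfmbt2 cluster (-0.13, adjusted p = 0.473), markers of fibroblasts and mesenchyme (-0.13, adjusted p = 0.473), of neural cells (-0.05, adjusted p = 0.837), of blood (-0.09, adjusted p = 0.473) and of muscle and liver (0.01, adjusted p = 0.762), with 0 forms called in each. Between SOLiD and Solexa they were the miR-302 cluster (0.39, adjusted p = 0.811, 1 form higher and 1 lower), fibroblasts and mesenchyme (0.21, adjusted p = 0.356, 5 higher and 2 lower of 15), neural cells (-0.07, adjusted p = 0.811, 2 higher and 2 lower of 13), blood (0.27, adjusted p = 0.811, 1 higher and 1 lower) and muscle and liver (-0.70, adjusted p = 0.138, 0 higher and 1 lower). A test of whether the difference between the lines depends on the technology called 0 of 488 forms in limma, with 10 at an unadjusted p under 0.05.

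Isolated stacks, stretches of uniform repeat coverage with no neighbour, were most often 19 nt long in 7 libraries, with 37.3% of stacks in ES_XX_454, 21 nt in ES_XY_SOLID_v4 (20.1%) and ES_XY_Solexa_i_IDT (18.7%), and 22 nt in ES_XX_Solexa_i_IDT (25.2%). A stack can hold 1 read or many, so that these are not read lengths.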
